# Comprehensive study of excess phosphate response reveals ethylene mediated signaling that negatively regulates plant growth and development

**DOI:** 10.1038/s41598-017-03061-9

**Published:** 2017-06-08

**Authors:** Devesh Shukla, Claire A. Rinehart, Shivendra V. Sahi

## Abstract

Excess Phosphorus (P) in agriculture is causing serious environmental problems like eutrophication of lakes and rivers. Unlike the enormous information available for phosphate starvation response (P_0_), very few information is available for the effect of excess phosphate P_i_ on plants. Characterization of Excess Phosphate Response (EP_i_R) is essential for designing strategies to increase phosphate accumulation and tolerance. We show a significant modulation in the root developmental plasticity under the increasing supply of excess P_i_. An excess supply of 20 mM P_i_ (P_20_) produces a shallow root system architecture (RSA), reduces primary root growth, root apical meristem size, and meristematic activity in Arabidopsis. The inhibition of primary root growth and development is indeterminate in nature and caused by the decrease in number of meristematic cortical cells due to EP_i_R. Significant changes occurred in metal nutrients level due to excess P_i_ supply. A comparative microarray investigation of the EP_i_R response reveals a modulation in ethylene biosynthesis and signaling, metal ions deficiency response, and root development related genes. We used ethylene-insensitive or sensitive mutants to provide more evidence for ethylene-mediated signaling. A new role of EP_i_R in regulating the developmental responses of plants mediated by ethylene has been demonstrated.

## Introduction

Phosphate (P_i_) availability is often limited in the soil, because of its low mobility, thus creating a major problem in various regions of the world. Several studies have undertaken to characterize plant responses under P_i_ starvation condition^1–4^. On the other hand in the developed industrialized world, the excessive application of P_i_ based chemical fertilizers and phosphate-rich animal manures often results in the accumulation of P_i_ in the top soil^5–8^. It leaches into surface water runoffs posing serious environmental concerns like eutrophication^5–11^. Chesapeake Bay region Maryland, Okeechobee Basin region of Florida (USA) and Sussex County, Delaware (USA) were rated as excessive in phosphorus^8, 12, 13^. The maximum inorganic P content reaches up to the order of 2610–7343 mg kg^−1^ in the soil around the world^14–16^. However, the availability of P varies greatly in different soils of the different regions. In Mehlich 3 soil of New York state (USA), total inorganic phosphorus level reached as high as 7343 mg P kg^−1^, but the resin-extractable P (available phosphorus) was found up to 2330 mg P kg^−1^ ^15^. In the same soil, the content of dilute acid P_i_ pool increased up to 4815 mg kg^−1^ ^15^. In a recent report, swine manure amended paddy soil profile showed an orthophosphate level up to 2610 mg kg^−1^ with 80% extraction efficiency^16^. Moreover, this situation may increase as Tillman *et al*.^17^ predicted that the most natural ecosystems will be converted into agriculture land by the year of 2050 owing to the increase in demand for food. To mitigate the adverse effect of agriculture expansion, we need to explore modern biotechnological tools to increase phosphate acquisition efficiency of crop plants which require less input of fertilizer.

In our earlier studies, we have evaluated the potential of *Lolium multiflorum* cultivars for remediation of excess phosphorus^8, 10, 11^. Studies conducted to test the efficacy of the plant-based remediation supports the use of this technology; however, the current P uptake rates in plants are not sufficient enough to tackle the problem^8, 9^. There is a need to significantly increase the P uptake and accumulation efficiency in plant to achieve the goal^9^. Genetic engineering may hold the promise for developing P-hyperaccumulator plants. However, no study has been taken up to investigate the plant responses under a wide range of P regime in detail. Furthermore, unlike the well-documented mechanism of heavy metal toxicity^18^, there is no information available about the toxicity of phosphorus in plants except few reports showing Fe or Zn deficiency under high P condition^19, 20^. Therefore, to design an effective strategy for P acquisition, accumulation, and tolerance, we need to understand and characterize the plant responses under excess phosphate conditions.

Several adaptive responses to P_i_ starvation have been established; for example, attenuation of primary root growth, increase in the lateral root density, and accumulation of anthocyanin^21–24^. Several transcriptomic studies have been carried out in plants to characterize the molecular response to phosphate deficiency or sufficiency using the ATH1 microarray chips^25–28^. Unlike these enormous investigations on phosphate (P_i_) starvation, very few studies have been conducted to characterize plant responses under excess phosphate^10, 29^. A comprehensive morphophysiological study coupled with high-throughput gene expression technology to characterize the effect of varying concentrations of excess P_i_ on plants is still lacking. Thus we have designed experiments to augment the present understanding of the excess phosphate response (EP_i_R) in the root and shoot tissues of Arabidopsis. We also intend to unravel the underlying signaling mechanism that regulates growth and development of plant during excess phosphate treatment.

Here, we showed concentration dependent changes in root system architecture (RSA), total soluble P_i_ content, and metal content (P, Fe, Zn, Ca, Mn). The global transcriptomic profiling reveals that the excess P_i_ supply induces an ethylene-mediated response which may be responsible for the alteration of the phenotype. We further provide evidence for the involvement of ethylene by using ethylene-insensitive mutants (*etr1–3*, *ein4*, *ein2-T*) and constitutive ethylene sensitive mutant (*ctr1–1*).

## Results

### Excess P_i_ supply affects shoot morphophysiological traits

The morphophysiological traits of Arabidopsis were examined after 7 days of growth under P_0_ (0 mM), P_1.25_ (1.25 mM), P_2.5_ (2.5 mM), P_5_ (5.0 mM), P_10_ (10 mM) and P_20_ (20 mM) P_i_ concentrations (Figs 1 and 2). Treatments P_1.25_, P_2.5_, P_5_ and P_10_ exhibited a larger shoot area similar to each other (Fig. 1b). P_20_ showed a significant lower shoot area compared to P_1.25_ only (Fig. 1b). The P_0_ treatment showed a leaf area significantly smaller than all other treatments except P_20_. The shoot to root ratio increased significantly at the P_20_ as compared to P_10_, P_5_, and P_2.5_ treatments. It indicates that the shoot growth was not as much compromised as root at the high P_20_ treatment (Fig. 1c). The physiologically available total soluble P_i_ content peaked at P_2.5_ but later dropped to a plateau, at treatments P_5_, P_10_, and P_20_ (Fig. 1d). Anthocyanin content is considered to be a specific marker for the P_i_ deficiency response and was found to be highest at P_0_ and P_20_ (Fig. 1e). The expression level of Pht1 family transporters significantly repressed under the excess concentrations of P_i_ (Fig. 1f, Supplementary Fig. S1). Overall the shoot growth was promoted at P_1.25_ and adversely affected at P_0_ and P_20_ treatments.

**Figure 1:**
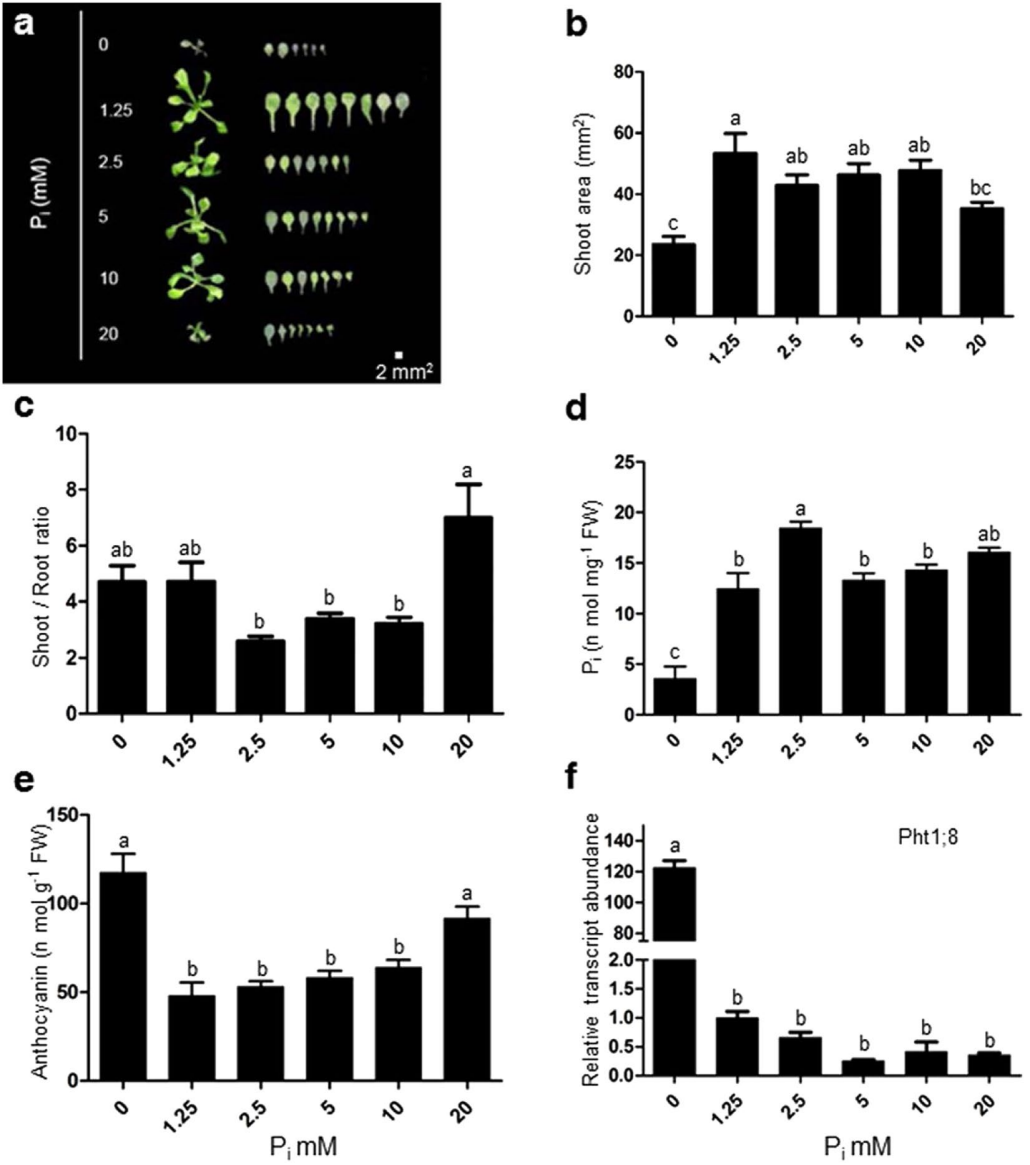
Supply of different concentrations of excess phosphate (P_i_) modulates morphophysiological traits of the shoot. WT seedlings were initially grown hydroponically in 0.5X MS media for 5 days thereafter subjected to different P_i_ supplies (0, 1.25, 2.5, 5, 10, 20 mM) and grown for 7 days. Seedlings were spread on the agar Petri-plates for measurement of traits (**a,b**). Data are presented for shoot area (**b**), shoot to root ratio (**c**), total soluble P_i_ content (**d**), anthocyanin content (**e**), the expression level of Pht1;8 in shoot (**f**). Values are means ± SE, *n* = 21 (**b,c**), *n* = 3 consists of 30–70 mg shoot tissue in each assay (**d**, and **e**), *n* = 3 consists of 50 mg shoot tissue for each replicate (**f**). Mean Bars with different alpha letter differ significantly (P ≤ 0.05) according to analysis of variance (1X-ANOVA) with Tukey’s Multiple Comparison Posttest.

**Figure 2:**
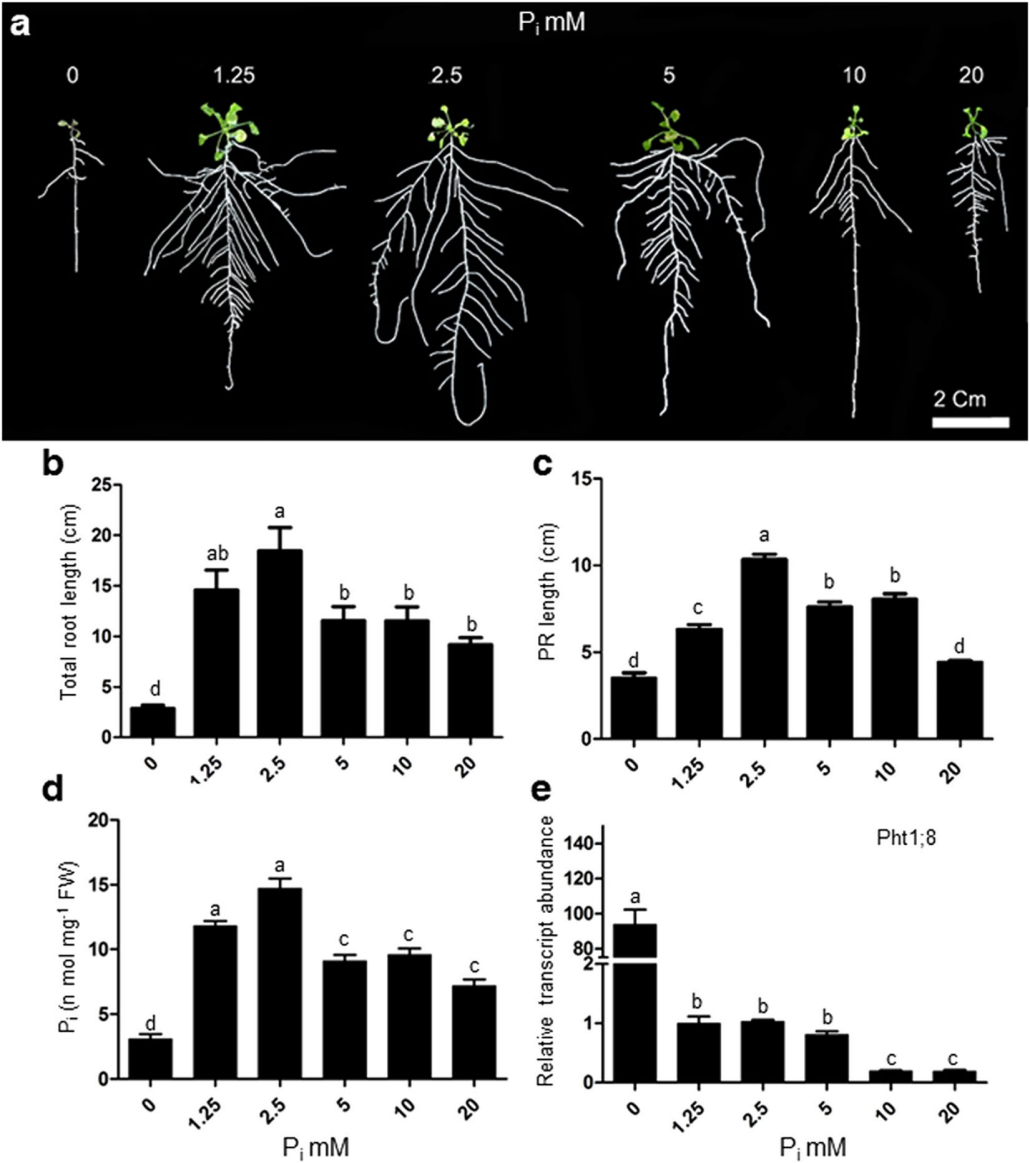
Supply of different concentrations of excess phosphate (P_i_) modulates different morphophysiological parameters of root. WT seedlings were grown as described in the caption to Fig. 1. Data are presented for Total root length (**b**), Primary root length (**c**), total soluble P_i_ content (**d**), Expression level of Pht1;8 (**e**), Values are means ± SE, and *n* = 21 (**b,c**) or *n* = 3 consists of 20–50 mg root tissue in each assay (**d**). *n* = 3 consists of 50 mg root tissue for each replicate (**e**). Mean Bars with different alpha letter differ significantly (P ≤ 0.05) according to analysis of variance (1X-ANOVA) with Tukey’s Multiple Comparison Posttest.

### Excess P_i_ supply affects morphophysiological traits of root

The excess P_i_ treatment (P_20_) produced a striking root phenotype exhibiting shorter, shallow and less branched RSA (Fig. 2a). Total root length and primary root length increased till P_2.5_ and then decreased under subsequent concentrations with a maximum decrease at P_20_ (Fig. 2b,c). The root growth showed a correlation with total soluble P_i_ content in the root that was highest at P_2.5_ thereafter dropped to a plateau at treatments P_5_, P_10_, with a maximum decrease at P_20_ treatment (Fig. 2d). The soluble P_i_ content of shoot was higher as compared to root under different P_i_ treatments. It may be due to the complete repression of P_i_ uptake transporters expression like Pht1 family members in root (Fig. 2e, Supplementary Fig. S1); whereas, the expression of PHO1, a phosphate xylem loading transporter, was found to be increased at excess P_i_ concentrations (Supplementary Fig. S2).

### Excess P_i_ supply modulates the number and length of higher order lateral roots

The length of the branching zone (BZ^PR^) increased till treatment P_2.5_ thereafter decreased at P_5_ and P_10_ and then showed a sharp decline at P_20_ (Fig. 3a). The number of primary lateral roots (1° LR) did not significantly change from P_1.25_ to P_10_ but later significantly decreased at P_20_ (Fig. 3b). The primary lateral root density did not change significantly at any of the concentration of treatments (P_0_ to P_20_) (Fig. 3c). The average 1° LR length increased till the treatment of P_2.5_ thereafter decreased at subsequent treatments but maintained a level found similar to P_1.25_ (Fig. 3d). The 2° LR density significantly decreased at P_5_, and P_10_ treatments as compared to P_1.25_ and rest of the treatments did not show any significant difference (Fig. 3e). Average 2° LR length significantly increased at P_2.5_ as compared to treatments P_0_ and P_20_ and remaining there was no significant difference among the treatments (Fig. 3f). Altogether these results show the initial P_i_ concentrations till 2.5 mM P_i_ promotes the root growth but subsequent concentrations of excess phosphate (10 or 20 mM) showed an adverse effect on RSA traits.

**Figure 3:**
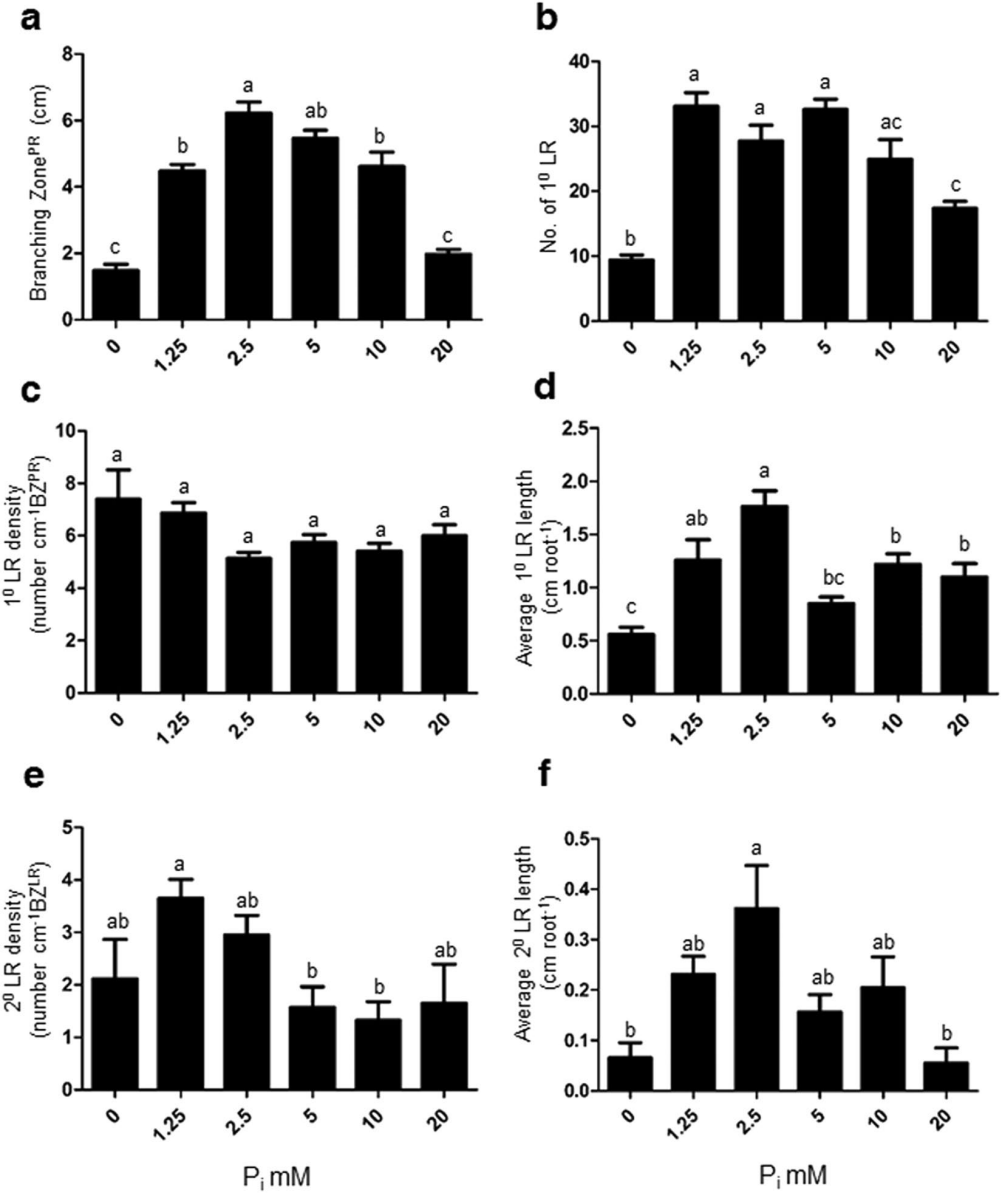
Supply of different concentrations of excess phosphate (P_i_) modulates different traits of root system architecture. WT seedlings were grown as described in the caption to Fig. 1. Individual seedlings were carefully pulled out from the mesh and spread on the agar Petri-plates for documentation of different traits (**a–f**). Data are presented for Branching zone (**a**), number of first order lateral root (1° LR) (**b**), first order lateral root density (1° LR density) (**c**), average first order lateral root length (1° LR length) (**d**), Second order lateral root density (2° LR density) (**e**), average second order lateral root length (2° LR length) (**f**). Values are means ± SE, and *n* = 21 (**a–f**). Mean Bars with different alpha letter differ significantly (P0 ≤ 0.05) according to analysis of variance (1X-ANOVA) with Tukey’s Multiple Comparison Posttest.

### Excess P_i_ supply inhibits primary root growth by attenuating meristematic activity

Earlier reports demonstrated a loss of apical meristem activity of primary root during P_i_ deprivation which results in a determinate developmental shift^30, 31^. Primary root tip of seedlings grown under the treatment of P_1.25_, P_2.5_, and P_5_, showed a high staining of *CycB1;1::uidA* activity; however, a significant decline in staining was observed under P_10_ and P_20_, treatment respectively (Fig. 4a). It suggests that the higher concentrations of P_i_ supply trigger the loss of meristematic activity. The next question is whether this developmental shift is determinate or indeterminate. To answer this, we transferred the plants grown in P_1.25_, P_20_ and P_0_ medium to P_1.25_ medium and allowed them to grow further for 7 days. Interestingly, the length of primary root (P_20_, P_1.25_) increased nearly 2-fold at 14 day relative to earlier time point (7 day); whereas the length of plants grown in P_0_ did not gain any significant increase under the same conditions (Fig. 4b,c). Similar parallel experiment was setup with *CycB1;1::uidA* transgenic plants to record the meristematic activity. Plants replenished into P_1.25_, P_20_ showed GUS staining, and plants replenished into P_0_ did not show any GUS staining (Fig. 4c). It suggests that inhibition of primary root growth by P_20_ is developmentally indeterminate in nature.

**Figure 4:**
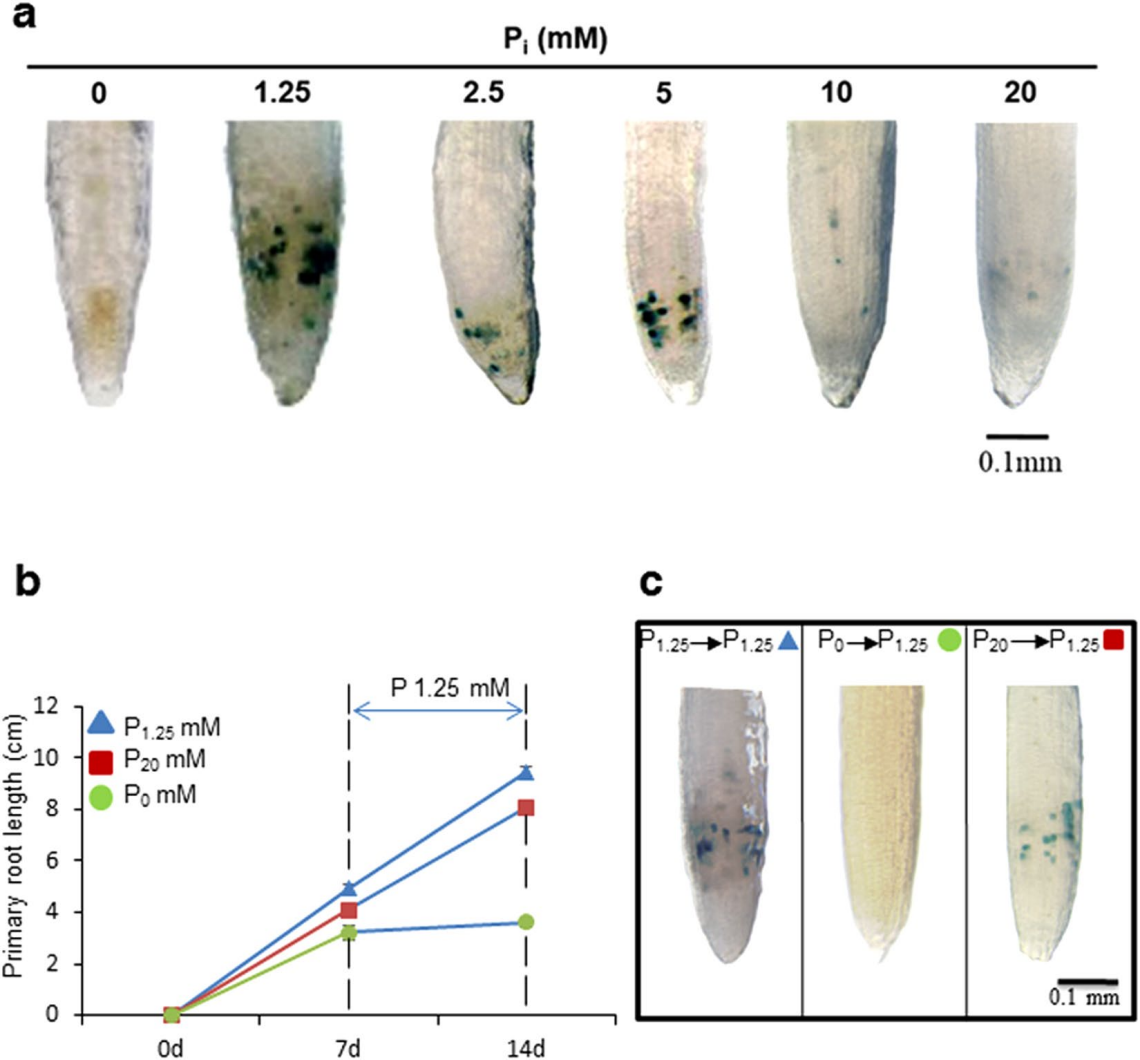
Excess P_i_ treatment attenuates the meristematic activity of primary root indeterminately. Histochemical GUS staining of primary root tips of *CycB1*;*1:uidA* transgenic seedlings grown as described in the legend to Fig. 1 (**a**). WT Arabidopsis seedlings were grown on P_1.25_, P_0_, and P_20_ media for 7 days as described earlier, thereafter replenished with P_1.25_ media and growth monitored after 7 days (**b**). A similar experiment was performed with transgenic seedlings of *CycB1;1:uidA* and documented for histochemical GUS staining (**c**). Pictures are representative of 10–12 seedlings. Values are means ± SE; *n* = 21 (**b**).

### Evaluation of metal nutrients contents under excess P_i_ supply

We estimated the level of P, Fe, Zn, Ca, and Mn in Arabidopsis seedlings grown under excess P_i_ using ICP-OES. A concentration dependent increase was observed in P content till P_5_; thereafter a steady level was observed at P_10_ and P_20_ (Fig. 5a). In contrast, the maximum level of Fe was found at P_0_ that rapidly depleted in the presence of P_i_ until P_2.5_ and then maintained a steady level at subsequent concentrations (Fig. 5b). Zn content did not change significantly at increasing concentration of P_i_ till P_5_, thereafter only a significant decrease was observed at P_10_ and P_20_ (Fig. 5c). The content of Ca and Mn peaked at P_2.5_ then begin to drop at the subsequent treatments (Fig. 5d). Overall, the higher concentrations of P_i_ adversely affect the metal nutrients contents.

**Figure 5:**
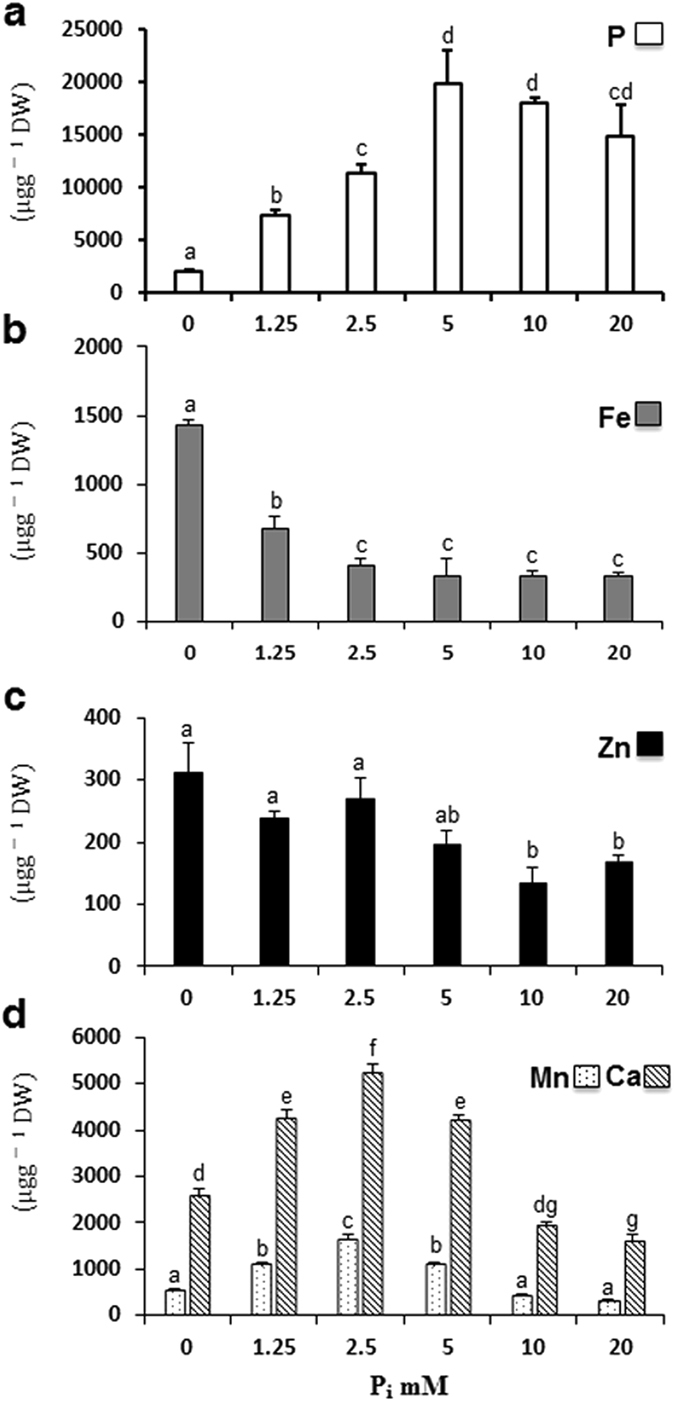
Metal nutrients analysis of Arabidopsis seedlings grown on varying concentrations of P_i_ hydroponically as described in the legend to Fig. 1. Data are presented as phosphorus content (**a**), iron content (**b**), zinc content (**c**), manganese and calcium content (**d**). Values are means ± SE; n = 3 replicates of 25 mg of dry weight of seedlings tissue. Mean Bars with different alpha letter differ significantly (P ≤ 0.05) according to analysis of variance (1X-ANOVA) with Tukey’s Multiple Comparison Posttest.

### Transcriptomic comparison of excess phosphate response (EP_i_R) with phosphate starvation response (P_i_SR)

We comparatively studied plant transcriptome under P_20_ and P_0_ supply. A novel unbiased exon ST array chip from Affymetrix microarray technology was used to hybridize the RNA isolated from root and shoot tissues of Arabidopsis plants treated with P_20_, P_0_ and, P_1.25_ (control). This array uses the entire transcript to measure the expression of a gene thereby generates a precise and unbiased gene expression data (Supplementary Dataset File 1). 

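RNA was taken from root and shoot of Arabidopsis seedlings that had spent 7 days in hydroponic medium with 0 mM phosphate (P0), 1.25 mM phosphate (P1.25, the control) or 20 mM phosphate (P20). Each of the 6 combinations of tissue and treatment had 3 replicates, and each replicate had its own AraGene 1.0 ST array, which gives 18 arrays. The authors normalized the arrays by robust multi-array average (RMA) in Partek Genomics Suite 6.6. The deposited values are log2 intensities for 38408 rows per array, each called a transcript here. The paper gives 28403 transcripts for this array, and 7132 of the rows hold values identical to another row. These values were used without further normalization. Changes at P0 are read beside a median difference over all transcripts of -0.090 in root and -0.105 in shoot. The median value per array lay between 5.44 and 5.48 at P0, between 5.54 and 5.58 at P1.25 and between 5.55 and 5.66 at P20. The number of arrays limits the precision, since an array gives no counts. Differences from P1.25 in the same tissue were taken from 1 limma model with a mean for each of the 6 groups. limma draws the spread of each transcript toward that of the others, here with 2.43 prior degrees of freedom beside 12 residual ones. A transcript was called changed below a Benjamini-Hochberg adjusted p of 0.1 over all transcripts, at any fold for P20 and beyond 2-fold for P0, the limits that the methods give. Whether a treatment acted differently in root and shoot was tested by the interaction term of the model at the same adjusted p and any fold. Group means are given on the log2 scale with their SD over 3 replicates, and log2 changes with their standard error. An exact test of 3 arrays against 3 cannot give a two-sided p below 0.1, so no exact test is given for single genes. The third arrays of root and shoot at P1.25 and P20 stood apart, as they held 41.9% to 47.3% of the squared deviation in their groups, against 34.1% and 35.8% for the third arrays at P0. Counts and genes at P20 are therefore also given without these 4 arrays, a setting chosen after the values were seen.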

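Gene names reach the transcripts of this array by 2 routes, and the route limits what can be said about a gene. The table of the array platform gives 1 gene for 16722 transcripts, several genes for 759, and does not list 20927. The study's own tables of transcripts called at P0, in the part used here (1280 of 2490 rows for root and 1275 of 3603 for shoot), name another 881. The first 576 rows of its table of all transcripts were used as well, and they name another 247. Altogether 17850 transcripts carry 1 gene. NRT1.8, EXPA17, NSP3, SPX1, GDPD1, PAP17, XTR6, ERF003, ACS7, ABCB4 (MDR4), PA2, FRO2, IRT1 and NAS4 are named by the study's tables alone. Those tables hold transcripts chosen for their change in these samples, so genes named by them over-represent changed genes, above all at P0. DEFL203, AT1G34047, AT5G33355, NDB4, ERF022, ERF055, EXO and PMEPCRB are named by the platform table. No transcript carries the name of FPF1, FRD3, NAS2, FRO5, MLO14, ACS11 or ERF012 in either source, so these genes were not analysed here. To read groups of genes, 35 lists of 482 genes were written before the values were examined. Values printed by the study for its named genes, such as DEFL203, had been seen. Of the listed genes, 204 have a transcript, 73 of them by the platform table. Lists with at least 3 members named by the platform table, 11 in all, were tested with camera from limma at its preset correlation of 0.01 between genes, on those members only. A list was called shifted below an adjusted p of 0.05 over the 11 lists and 4 comparisons.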

Principal component analysis revealed the differential responses between root and shoot tissues across the treatments (Supplementary Fig. S3). 

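Tissue separated the arrays first and phosphate starvation second. The first principal component held 45.6% of the variance and the second 22.1%. Root groups had mean scores of 78.0 (P1.25), 81.1 (P20) and 80.4 (P0) on the first component. Shoot groups scored -104.1 at P1.25, -99.6 at P20 and -35.8 at P0, so that starved shoots lay nearer to the roots. On the second component root moved from -43.8 at P1.25 to 63.7 at P0, and shoot from -22.8 to 93.2. P20 arrays had means of -55.7 ± 25.9 (SD, n = 3) in root and -34.6 ± 21.6 in shoot on this component, and the third P20 arrays (-26.0 and -9.75) lay on the P0 side of the control means. The Euclidean distance between root and shoot arrays was 209.5 at P1.25, 210.0 at P20 and 169.2 at P0. Photosynthesis genes fell in starved shoots, and transcripts bright in P0 root and dim in P1.25 and P20 shoot rose. Of 230 transcripts above 8 (log2) in P0 root and more than 3 lower in P1.25 and P20 shoot, 228 had a higher mean in P0 shoot and 194 were called higher. This choice favours a rise and takes in genes that starvation raises in both tissues, so these transcripts need not be typical of control root. Root tissue in the P0 shoot samples stays open as a source. Of 8 root markers with a transcript, 7 had a higher mean in P0 shoot and 2 were called, CASP1 and THAD1. All 10 photosynthesis genes with a transcript fell in shoot at P0 (10 when adjusted over the list alone), with a median log2 change of -1.57. Of these, 3 are named by the platform table, and all 3 fell. The study's tables, which over-represent genes changed at P0, name the others. LHCB4.2, a light-harvesting protein, fell in shoot from 8.91 ± 0.69 (SD, n = 3) to 7.20 ± 0.33 (log2 change -1.71, adjusted p = 0.00213 from limma). CASP1, a protein of the endodermal barrier of the root, rose in P0 shoot from 6.31 ± 0.47 to 7.90 ± 0.03 and fell in P0 root by 1.34 on the log2 scale (adjusted p = 0.00038 from limma for the difference between tissues). THAD1, a root enzyme of the thalianol pathway, also rose in P0 shoot (1.8) and fell in P0 root (-1.26).

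**Figure D1:**
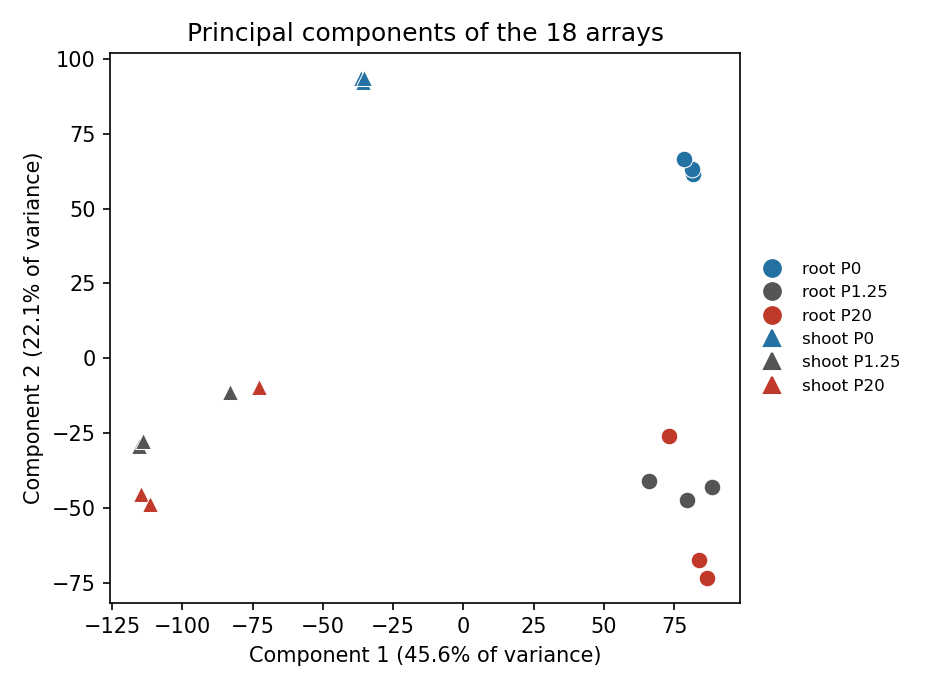
Scores of the 18 arrays on the first and second principal component of 38408 log2 values. Each point is an array, with circles for root, triangles for shoot and colour for the treatment (blue P0, grey P1.25, red P20). The first component (45.6%) parts root from shoot, and the second (22.1%) parts P0 from P1.25 and P20.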

Treatment components, P_20_ and P_1.25_, were relatively close to each other, indicating some similarities in their transcriptomic profiles (Supplementary Fig. S3). 

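With the third arrays included, which stood apart in their groups, the mean distance between P20 and control arrays was about that between replicates of 1 group. In root, P20 and P1.25 arrays lay 105.8 ± 8.23 (SD over the 9 pairs) apart, while replicates lay 102.5 ± 12.4 apart at P1.25 and 109.0 ± 19.1 at P20. The shortest root distances were 93.6 between P20 and P1.25, 88.8 within P1.25 and 87.1 within P20. P0 and P1.25 root arrays lay 153.8 ± 3.14 apart. In shoot, P20 and P1.25 arrays lay 113.9 ± 12.0 apart, beside 113.4 within P1.25 and 113.6 within P20. The shortest shoot distances were 98.3 between P20 and P1.25, 97.6 within P1.25 and 87.7 within P20. P0 and P1.25 shoot arrays lay 171.7 ± 9.09 apart. The mean distance hides single genes that moved far. DEFL203, AT1G34047 and NRT1.8 in P20 root, and GDPD1 and SPX1 in P20 shoot, moved well beyond the spread between replicates.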

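Excess phosphate changed few transcripts in root, while starvation changed far more, phosphate starvation genes among them. At P20, 18 transcripts passed the threshold in limma, 15 higher and 3 lower, and 12 of the 18 carry 1 gene name. At P0, 3544 passed, 1800 higher and 1744 lower. With transcripts of identical values counted once, 2880 passed. The share of rises at P0 (50.8%) depended on scaling and transcripts, with 58.5% after quantile normalization, 62.3% when centred on the array median and 67.2% among transcripts with 1 gene. Of the 43 phosphate starvation genes with a transcript, 3 are named by the platform table, and 1 of these rose at P0. The others are named by the study's tables, which over-represent genes changed at P0. The counts of rises below are therefore largely set by the naming. Among transporters of the PHT1 family, 5 of the 6 with a transcript rose at P0 (5 when adjusted over the list alone), with a median log2 change of 1.93 for the list. Of 17 genes of phosphate sensing and signalling, 12 rose (12 over the list alone), led by SPX3 at 5.82. On the 3 members named by the platform table, this list was shifted upward in root (median 0.43, adjusted p = 0.0443 from camera, adjusted p = 0.394 with an estimated correlation). Lipid remodelling enzymes rose in 10 of 12 cases (10 over the list alone, median 2.55), among them the phosphoethanolamine phosphatase PECP1 (4.27), the galactolipid synthase MGD3 (4.23) and the phospholipase NPC4 (2.77). Acid phosphatases and RNases rose in 7 of 8 cases (7 over the list alone). Beyond these lists, the peroxidase AT5G06730 rose by 5.37, the jasmonate-regulated oxygenase JRG21 by 5.63 and the germin-like AT5G39120 by 4.93. AT4G12545, a lipid transfer protein, fell by 4.50 on the log2 scale, AT3G01260, an aldose epimerase family member, fell by 4.29, and the methyltransferase AT1G73600 fell by 4.29. None of the 43 starvation genes was called at P20 in root, where 30 of them had a lower mean (median -0.16). The signalling RNA AT4 differed by -1.92 (adjusted p = 0.302) and SPX1 by -1.33 (adjusted p = 0.149 from limma). Without the third arrays at P1.25 and P20, 9 of the 43 were called lower in P20 root, among them SPX1 (-0.98, adjusted p = 0.0138) and PHT1;4 (-0.82, adjusted p = 0.0139 from limma). Adjusted over each list alone, 2 PHT1, 7 sensing and 1 lipid gene were lower at P20. The P20 count depends on single arrays, since without replicate 3 of root P1.25 it was 43 and without replicate 3 of root P20 it was 121. At P20, 1003 transcripts passed without the third arrays at P1.25 and P20, the 18 included, with 359 higher and 644 lower, so the majority of rises among the 18 did not hold there.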

We obtained a total number of 31 and 2490 differentially regulated transcripts due to treatment P_20_ and P_0_, respectively in root (Fig. 6a). 

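In shoot, 3 genes that starvation raises were called lower at excess phosphate, and starvation changed more transcripts than in root. At P20, 14 transcripts passed the threshold in limma, 10 higher and 4 lower, all beyond 2-fold, and 7 carry 1 gene name. With a block for the replicate number over all 18 arrays, 21 passed. The replicate numbers pair shoot P20 with shoot P1.25 arrays, but the block was also shared with root and P0 arrays. It is therefore not a paired test of shoot alone. At P0, 5274 passed, 2349 higher and 2925 lower. With transcripts of identical values counted once, 4239 passed. The share of rises at P0 (44.5%) was 51.4% after quantile normalization, 53.3% when centred on the array median and 61.4% among transcripts with 1 gene. All 6 PHT1 transporters with a transcript rose at P0 (6 when adjusted over the list alone, median 4.43), as did 15 of 17 sensing and signalling genes (15 over the list alone). All 12 lipid remodelling genes (median 3.88) and all 8 acid phosphatases and RNases (median 4.30) rose too, with 12 and 8 over the list alone. As in root, 3 of these 43 genes are platform-named and 1 of them rose, and naming largely set the other counts. SPX3 rose by 7.74, PECP1 by 6.83, the signalling RNA IPS1 by 6.31, the phosphatase PS2 by 6.30, MGD3 by 6.08 and NPC4 by 5.32. The sensing list was shifted upward on its 3 platform-named members (median 0.94, adjusted p = 0.0284 from camera, adjusted p = 0.394 with an estimated correlation). The chlorophyll-binding protein LHB1B1 fell by 4.55 on the log2 scale and the sinapoyl transferase SNG1 by 4.22. At P20, 3 of the 43 starvation genes fell, namely GDPD1, SPX1 and PAP17, while 30 of 43 had a lower and 13 a higher mean (median -0.22). The sensing list was not shifted at P20 on its 3 platform-named members (median 0.25, adjusted p = 0.173 from camera). The glycerol-3-phosphate transporter G3PP1 differed by -1.41 (adjusted p = 0.105) and AT4 by -2.14 (adjusted p = 0.167 from limma). Over each list alone, 1 PHT1, 5 sensing and 4 lipid genes were lower at P20, and among phosphatases and RNases 1 was lower and 1 higher. With replicate 3 of shoot P1.25 left out 136 transcripts passed at P20, and with replicate 3 of shoot P20 left out 149. The fit without the third arrays at P1.25 and P20 gave 1190, 569 higher and 621 lower, with the 14 among them, and called 11 of the 43 starvation genes lower.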

In shoot, a total number of 151 and 3603 transcripts were found to be differentially regulated due to treatment P_20_ and P_0_, respectively (Fig. 6b). We found a greater number of differentially regulated genes in shoots compared to root. 

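At P0 shoot and root differed in what changed, while at P20 the number of differences between the tissues depended on the arrays used. More transcripts passed in shoot than in root at P0. At P20 the order of the tissues changed with the setting, with 14 in shoot and 18 in root, 14 and 23 after quantile normalization, 47 and 30 without moderation, and 1190 and 1003 without the third arrays at P1.25 and P20. The P0 effect differed between the tissues at 6562 transcripts by the interaction term in limma, with the effect in root above that in shoot at 3113 and below it at 3449. Of the transcripts called at P0, 1290 were called in both tissues, 1197 of them in the same direction. Of 43 starvation genes, 38 had a larger P0 change in shoot and 5 in root. The interaction was called for 26 and 1 of these. Only 3 of the 43 are named by the platform table. The study's tables name the others and over-represent genes changed at P0, so these counts are in part set by the naming. The interaction was called for PECP1 (interaction log2 -2.56, adjusted p = 0.00015 from limma). It was also called for the PHT1;4 transporter, which rose by 3.01 in root and 5.01 in shoot (adjusted p = 0.000479 from limma). Anthocyanin genes rose in shoot in all 9 cases (9 when adjusted over the list alone, median 3.53), and in root 1 of 9 rose (1 over the list alone). Chalcone synthase (CHS) rose by 3.02 in shoot and differed by 0.39 in root (adjusted p = 1.9e-05 for the interaction). The malonyltransferase 5MAT rose by 3.98 in shoot (interaction log2 -3.36, adjusted p = 8.3e-05), and the glycosyltransferase UF3GT by 3.53 (interaction adjusted p = 0.00016 from limma). The iron homeostasis ligase BTSL1 fell in root (-3.22) and differed by 0.34 in shoot (interaction adjusted p = 0.00075). At P20 the interaction term passed at 4 transcripts, of which DEFL203, AT1G34047 and GDPD1 carry a name, at 24 without replicate 3 of root P20 and at 380 without the third arrays at P1.25 and P20. Across all transcripts, P20 changes in root and shoot had r = 0.161 and P0 changes r = 0.461, genes not being independent replicates. The paper states that more genes responded in shoot than in root, and describes the shoot as a sink organ with a systemic response to phosphate.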

Shoot serves as a sink organ for phosphate and exhibits a systemic adaptive response under varying P_i_ availability. Since our emphasis on excess phosphate response, we annotated in detail those transcripts which were relevant to EP_i_R. 

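By the thresholds above, 5 root transcripts were called at both P20 and P0, among them a nitrate transporter. The count was 44 without replicate 3 of root P20, 74 with array weights and 385 without the third arrays at P1.25 and P20. NRT1.8 and 2 transcripts without a gene name were higher at both. AT5G33355, a defensin-like protein, rose at P20 by 3.58 and fell at P0 by 1.66 on the log2 scale (adjusted p = 0.00884 from limma). NSP3, a nitrile-specifier protein of glucosinolate breakdown, fell at P20 by 0.78 (adjusted p = 0.0795) and rose at P0 by 1.68. The call of NSP3 at P20 was lost in some of the fits that left out 1 array. Across all transcripts, P20 and P0 changes in root had r = 0.101 (across genes, which are not independent). A shared control raises this r. Arrays simulated without any effect gave 0.500, which is no reference for r where P0 has real effects. The covariance was 0.0206, beside 0.0422 ± 0.0008 (SD over 100 simulations) from the shared control alone. The simulated noise was independent between transcripts, so its SD leaves out deviations that transcripts share on real arrays. No shortfall is read from it.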

In root, only 9 genes were co-regulated by P_20_, P_0_ treatments (Supplementary Dataset File 2). The flowering promoting factor 1 (FPF1) is expressed in response to gibberellin stimulus and implicated in root growth inhibition^32^. The NRT1.8 is a low-affinity nitrogen transporter removes N from xylem tissue^33^. 

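NRT1.8 (AT4G21680) rose to the same level in root under both treatments. Its mean was 5.76 ± 0.38 (SD, n = 3) at P1.25, 9.55 ± 0.31 at P20 and 9.60 ± 0.03 at P0. The log2 change at P20 was 3.79 (standard error 0.32, adjusted p = 0.000121 from limma), which is 13.8-fold, and at P0 it was 3.83 (adjusted p = 3.19e-06). In shoot it differed by 1.1 at P20 (adjusted p = 0.369) and rose by 1.93 at P0 (adjusted p = 0.000474). The P20 effects in root and shoot differed by 2.69, short of the threshold (adjusted p = 0.2 from limma for the interaction). NRT1.8 was still called at P20 in root with the 6 arrays of P20 and P1.25 alone. That fit called 7 transcripts, and NRT1.8 was the only one of the 18 among them. Of 4 genes of nitrogen uptake and assimilation with a transcript, NRT1.8 alone was called at P20 in root (2 when adjusted over the list alone). The high-affinity nitrate transporter NRT2.1 differed by 1.68 at P20 in root (adjusted p = 0.534) and was lower at P0, where it fell by 1.25 (adjusted p = 0.0673). NRT2.1 was called in P20 root without the third arrays at P1.25 and P20, at 2.65 (adjusted p = 0.000605 from limma). In shoot, 0 of the 4 were called at P20 (2 over the list alone), and 1 rose at P0.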

Nitrogen uptake is reported to be regulated by varying P availability^34^. FRD3 (Ferric Reductase Defective 3) is an antiporter/efflux transporter encodes a member of MATE (Multidrug and toxin efflux) is expressed in roots but not in shoots^35^. 

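EXPA17 (AT4G01630) went in opposite directions under excess and starvation in root, although the rise at P20 did not pass the threshold. Its mean was 6.48 ± 0.17 (SD, n = 3) at P1.25, 8.35 ± 0.58 at P20 and 5.15 ± 0.23 at P0. The difference at P20 was 1.87 on the log2 scale (standard error 0.40, adjusted p = 0.236 from limma), and all 3 P20 arrays lay above all 3 control arrays. At P0 EXPA17 fell by 1.33 (adjusted p = 0.0259). In shoot it differed by 0.52 at P20 (adjusted p = 0.755), and the interaction at P20 had an adjusted p of 0.998 from limma. The root difference without the third arrays at P1.25 and P20 was 2.1 (adjusted p = 0.0325 from limma). EXPA17 is named by the study's table of P0 calls, which holds genes chosen for their change at P0.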

Expansin A17, a member of the α-expansin gene family, causes loosening, and extension of plant cell walls and is involved in an ethylene mediated signaling pathway^36^. 

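Most root transcripts called at P20 were not called at P0. This group held 13 of the 18 transcripts. It held 4 of 7 without replicate 1 of root P1.25 and 77 of 121 without replicate 3 of root P20. Without the third arrays at P1.25 and P20 it held 618 of 1003. Besides DEFL203, the 13 include AT1G34047, AT4G11393, AT4G31330, AT1G64370 and AT1G67870. AT1G34047, of the defensin-like family, rose from 3.93 ± 0.40 (SD, n = 3) to 8.35 ± 0.91, a log2 change of 4.42 (standard error 0.37), or 21.4-fold. Its P20 effect was larger in root than in shoot by 3.97 (adjusted p = 0.0280 from limma). AT5G33355, which also fell at P0, rose at P20 from 6.88 ± 0.69 to 10.46 ± 0.96 (adjusted p = 0.00282). AT4G11393, also defensin-like, rose by 1.58 (adjusted p = 0.079), and AT4G31330, of unknown function, by 1.95 (adjusted p = 0.00282 from limma). AT1G64370, of unknown function, fell by 1.39 (adjusted p = 0.0511), and the glycine-rich AT1G67870 fell by 0.92 (adjusted p = 0.079). The calls of AT4G11393, AT1G64370 and AT1G67870 were lost in some of the fits that left out 1 array.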

There were 22 transcripts uniquely regulated by P_20_ treatment in root (Supplementary Dataset File 2). These transcripts represent a significant enriched GO term, transition metal ion binding indicating metal nutrient deficiency response (Supplementary Dataset File 3, Supplementary Fig. S4). 

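Zinc and copper deficiency genes with a transcript had higher means at P20 in root, and DEFL203 was called with all arrays in the fit. Zinc deficiency genes, 5 of 13 with a transcript, were all higher at P20 in root, with DEFL203 called (3 over the list alone). On 3 platform-named members this list was shifted (adjusted p = 0.0013 from camera, adjusted p = 0.23 with an estimated correlation), but its median was 0.19 and its mean of 1.77 rests on DEFL203. The rise that the study prints for DEFL203 had been seen beforehand, so this shift is not independent evidence. The zinc transporter ZIP1 differed by 0.56 at P20 (adjusted p = 0.61) and rose by 2.4 at P0. Of the 5 zinc genes, 3 were called higher in P20 root when the third arrays were left out, ZIP1 at 0.55 (adjusted p = 0.0108 from limma). Both copper deficiency genes with a transcript were higher at P20 in root (0 called, 2 over the list alone), the copper transporter COPT2 by 1.16 (adjusted p = 0.664 from limma), and COPT2 fell by 1.58 at P0. COPT2 reached 1.54 (adjusted p = 0.0032 from limma) without the third arrays at P1.25 and P20. The copper/zinc superoxide dismutase list has 1 transcript, which differed by 0.11. Of 5 genes that the study lists under transition metal ion binding, 3 have a transcript, AT5G12040 (0.31), AT1G51980 (0.20) and AT1G63770 (0.17), and 0 of them were called by limma. All 3 passed adjusted over the list alone, which is not independent evidence because the study chose them on these samples. From the enriched term the paper reasons that root responds as under a deficiency of metal nutrients. It also reports element contents and qRT-PCR, which were not analysed here.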

Nicotianamine synthase 2 (NAS2) is responsible for the synthesis of nicotianamine, involved in iron sensing and transport^37^. Ferric reduction oxidase 5, is reported to participate in iron reduction to facilitate the transport^38^. 

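Genes of the iron deficiency response were higher as a group at P20 in root, none by itself past the threshold, and 9 of 18 fell at P0. Of 37 iron deficiency genes, 18 have a transcript, and the mean of each was higher at P20 than at P1.25 (median log2 difference 0.82). None passed over all transcripts in limma, where 2143 root transcripts had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. On the 9 members named by the platform table the list was shifted upward (median 0.69, adjusted p = 0.00123 from camera), adjusted p = 0.42 with an estimated correlation. The ferric reductase FRO2 differed by 1.8 (adjusted p = 0.962), the iron transporter IRT1 by 1.64 (adjusted p = 0.932) and the nicotianamine synthase NAS4 by 1.71 (adjusted p = 0.477 from limma). FRO2 and IRT1 moved with the replicate number, as the third arrays at P1.25 and at P20 were low, and NAS4 was low on the third P20 array. FRO2 read 10.4, 11.3 and 5.42 on the 3 arrays at P1.25, and 12.8, 12.8 and 6.92 at P20. Within replicates 1, 2 and 3, P20 exceeded P1.25 at 18, 18 and 13 of the 18 genes, with median differences of 1.24, 0.944 and 0.223. When the third arrays were left out, 16 of the 18 were called higher in limma, among them FRO2 (1.95, adjusted p = 0.0033), IRT1 (2.06, adjusted p = 0.0032) and NAS4 (2.11). At P0 in root, 9 of the 18 fell (11 over the list alone, median -1.67), where FRO2 fell by 4.19 (adjusted p = 0.0537 from limma) and IRT1 by 2.83, calls lost in some of the fits that left out 1 array. The list was not shifted at P0 in root on its 9 platform-named members (adjusted p = 0.178 from camera, 0.0894 from fry), of which 2 fell. The iron store ferritin FER1 rose by 2.93 and the vacuolar iron transporter VTL1 by 3.10 at P0. Of 4 iron storage genes with a transcript, 2 rose at P0 in root (2 over the list alone), and 0 were called at P20 by limma (0 over the list alone), while FER1 was called lower without the third arrays (-0.50, adjusted p = 0.0528 from limma).

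**Figure D2:**
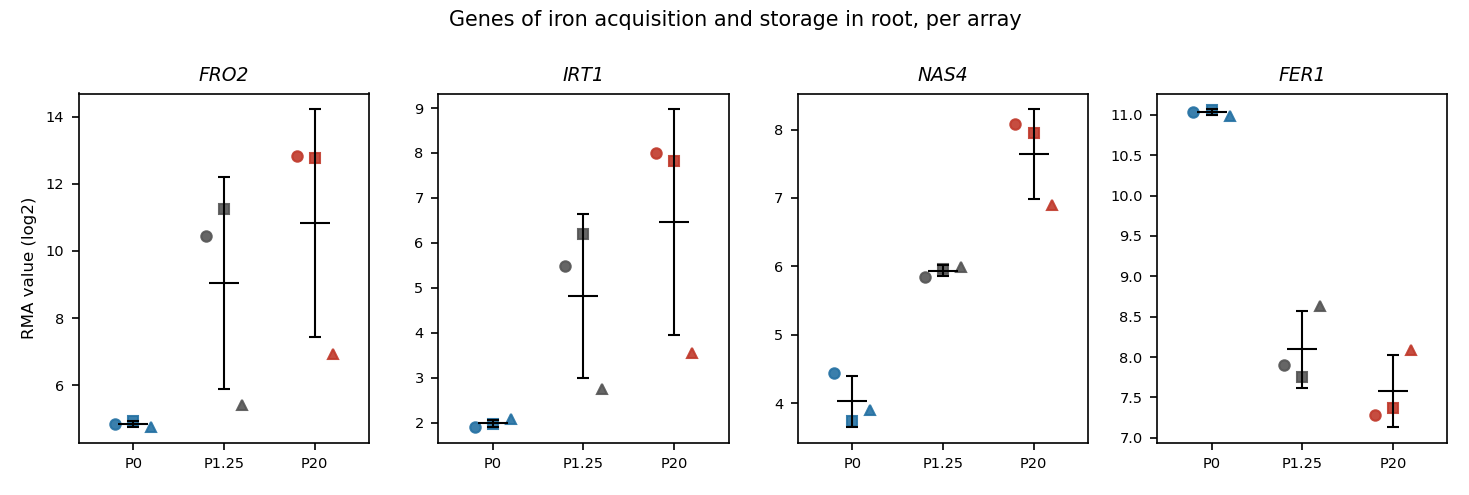
Log2 intensity in root of FRO2, IRT1, NAS4 and FER1 at P1.25, P20 and P0. Points are single arrays (circle, square and triangle for replicates 1, 2 and 3), and the black bars are the mean ± SD of 3 arrays. The third array of P1.25 and of P20 lies below the others for FRO2, with 5.42 and 6.92.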

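DEFL203 (AT2G36255) showed the largest rise of any named gene at P20 in root, and it stayed near its control level under starvation and in shoot. Its mean was 3.59 ± 0.29 (SD, n = 3) at P1.25 and 8.64 ± 1.16 at P20. The log2 change was 5.05 (standard error 0.42, adjusted p = 0.000121 from limma), which is 33.2-fold. At P0 in root it differed by -0.04 and at P20 in shoot by 0.03. The P20 effect was larger in root than in shoot by 5.03 (adjusted p = 0.0207 from limma for the interaction). It changed by 5.59 in root without the third arrays at P1.25 and P20. AT1G34047 (5.16), AT5G33355 (4.24) and NRT1.8 (4.11) also changed more without these arrays.

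**Figure D3:**
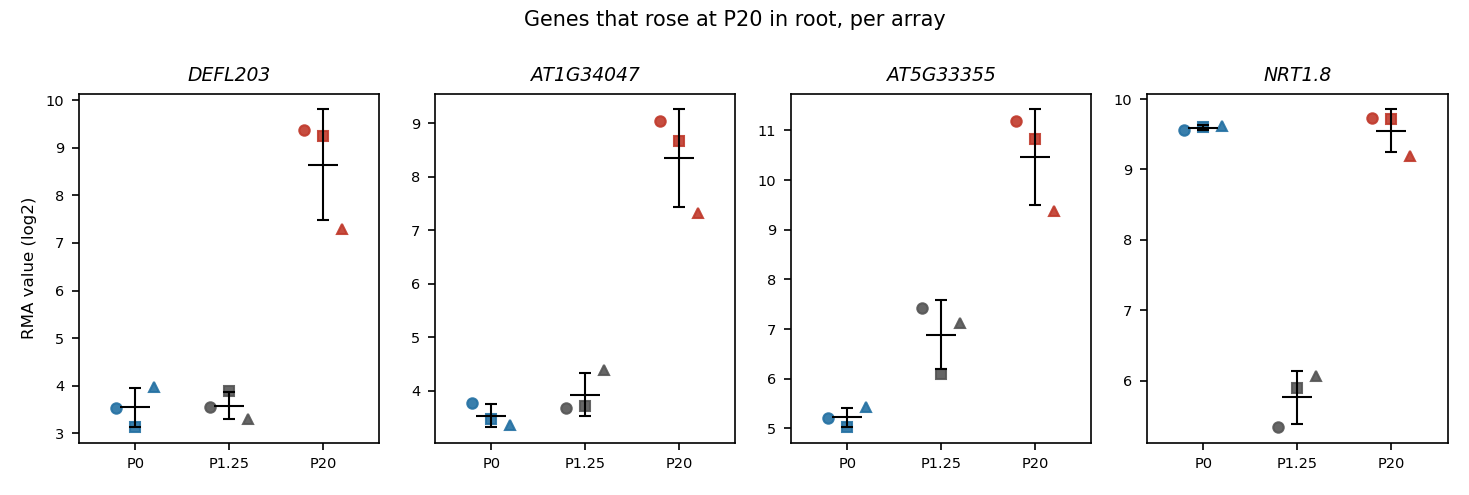
Log2 intensity in root of DEFL203, AT1G34047, AT5G33355 and NRT1.8 at P1.25, P20 and P0. Points are single arrays (circle, square and triangle for replicates 1, 2 and 3), and the black bars are the mean ± SD of 3 arrays. DEFL203 has means of 3.59 at P1.25 and 8.64 at P20.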

An unknown, defensin-like protein 203 was found to be highly expressed (33-fold) possessing a GASA-like (Gibberellin-regulated protein) domain in polypeptide sequence. We also found a novel upregulated calmodulin binding protein (FDR 0.25), an MLO14-like protein that possesses a 7-transmembrane domain similar to G-Protein Coupled Receptor (GPCR), known to express during seedling stage in developing primary root tip^39^ (Supplementary Dataset File 1).

**Figure 6:**
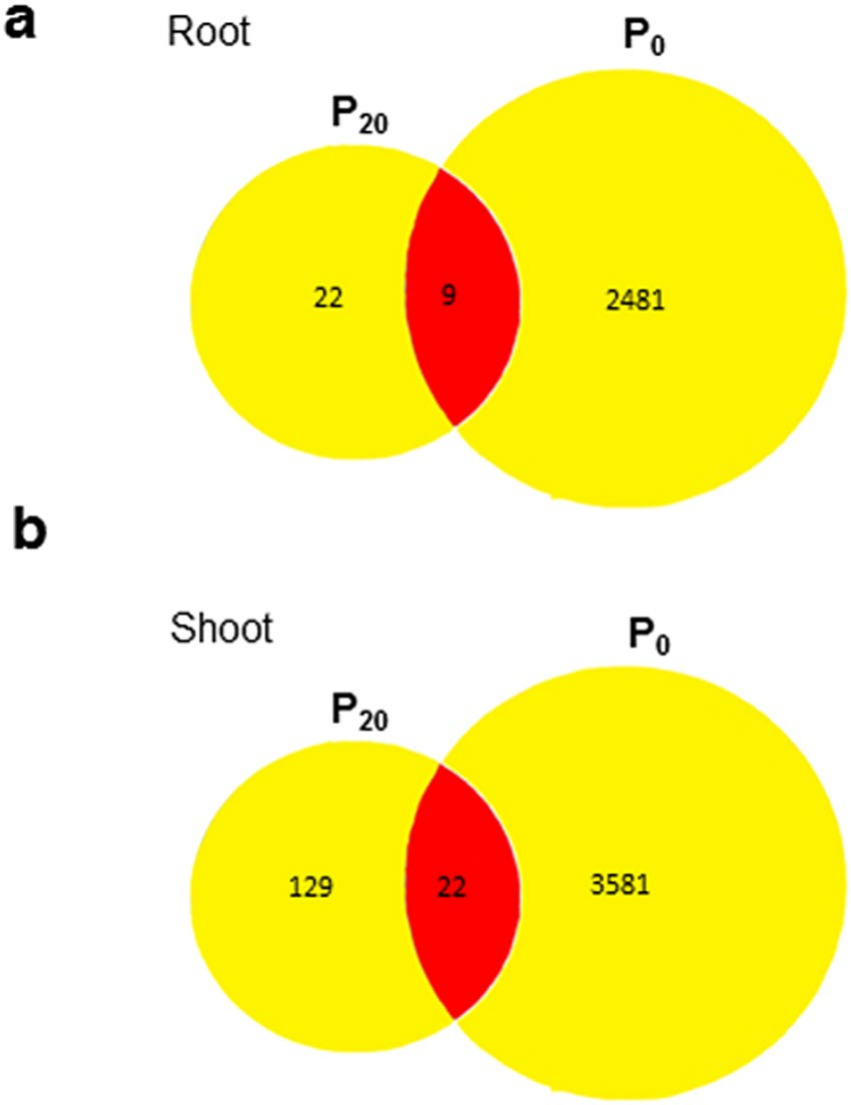
Differentially regulated genes, due to treatments P_20_ (20 mM P_i_) or P_0_ (no P_i_) relative to control (1.25 mM P_i_) in root and shoot. Venn diagrams show the total number of uniquely and commonly regulated genes due to treatments P_0_ and P_20_ in root (**a**) and shoot (**b**).

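In shoot, excess phosphate and starvation acted in opposite directions on GDPD1, SPX1 and PAP17, and in the same direction on a few stress and cell wall genes. By the thresholds above, 8 shoot transcripts were called at both P20 and P0. Of these, 4 fell at P20 and rose at P0, 3 were higher at both and 1 rose at P20 and fell at P0, where independent lists would give 0.245, 0.612 and 0.762. These numbers leave out the shared P1.25 arrays, which favour overlap in the same direction, so the 3 are not read as an excess. Arrays simulated without any effect gave 0 shared calls, which decides nothing, because they lack the P0 effect. The 4 are GDPD1, SPX1, PAP17 and a transcript without a gene name. GDPD1 (SRG3), a glycerophosphodiester phosphodiesterase that frees phosphate from lipids, was at 7.14 ± 0.08 (SD, n = 3) at P1.25, 5.40 ± 0.05 at P20 and 10.92 ± 0.05 at P0. It fell at P20 by 1.74 (standard error 0.10, adjusted p = 2.91e-06 from limma) and rose by 3.78 at P0. SPX1, a phosphate sensor, was at 7.74 ± 0.28 at P1.25 and 5.60 ± 0.27 at P20, where it fell by 2.14 (standard error 0.26, adjusted p = 0.0066), and it rose by 3.55 at P0. PAP17, an acid phosphatase, was at 8.28 ± 0.27 at P1.25 and 6.85 ± 0.29 at P20, where it fell by 1.42 (standard error 0.22, adjusted p = 0.0425), and rose by 3.37 at P0. The P20 call of PAP17 was lost in some of the fits that left out 1 array. Transcripts higher under both treatments were NDB4, the peroxidase AT4G33420 and XTR6. NDB4, an alternative NADH dehydrogenase, rose from 3.73 ± 0.30 to 5.5 ± 0.19 at P20 (1.78, adjusted p = 0.0066) and by 1.46 at P0. XTR6, a xyloglucan-modifying enzyme of the cell wall, rose from 6.99 ± 0.44 to 8.76 ± 0.28 at P20 (1.77, adjusted p = 0.0817) and by 2.63 at P0, and its P20 call was lost with quantile normalization. The remaining transcript rose at P20 and fell at P0 and has no gene name. P20 and P0 changes in shoot had r = 0.115 across genes. The 0.500 simulated for a shared control holds no real effect and is no reference for it. The covariance was 0.0295, beside 0.0422 ± 0.0008 (SD over 100 simulations) from the shared control alone. As in root, the simulated noise was independent between transcripts, so its SD is too narrow a guide and no shortfall is read.

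**Figure D4:**
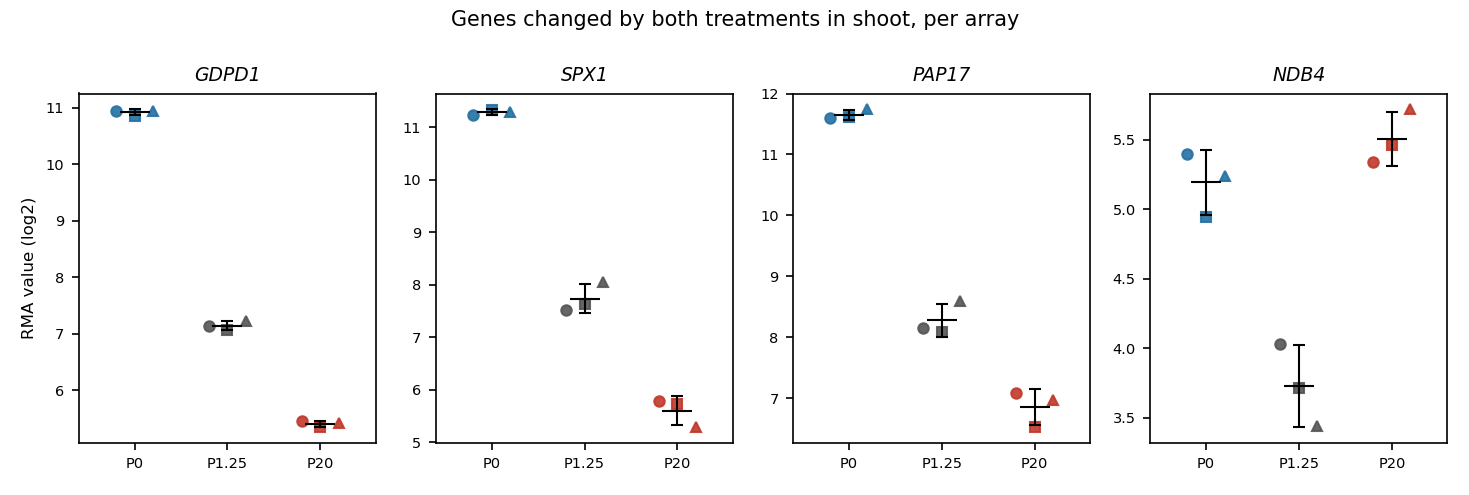
Log2 intensity in shoot of GDPD1, SPX1, PAP17 and NDB4 at P1.25, P20 and P0. Points are single arrays (circle, square and triangle for replicates 1, 2 and 3), and the black bars are the mean ± SD of 3 arrays. GDPD1 has means of 7.14 at P1.25, 5.40 at P20 and 10.92 at P0.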

In shoot, 22 transcripts were commonly regulated by both the treatments (Supplementary Dataset File 4). Three different peroxidase genes related to oxidative stress were found. 

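Of 4 peroxidases that the study lists, each had a higher mean at P20 in shoot, and AT4G33420 passed the threshold. Another peroxidase, AT5G06730, differed by -0.06 there. AT4G33420 rose from 7.70 ± 0.59 (SD, n = 3) to 9.36 ± 0.12 (log2 change 1.66, standard error 0.22, adjusted p = 0.0104 from limma) and by 1.55 at P0. AT5G39580 differed by 2.67 at P20 (adjusted p = 0.19) and rose by 2.25 at P0. PA2 (AT5G06720) was 4.58 ± 0.05 at P1.25 and 5.15 ± 0.05 at P20, a difference of 0.56 with an adjusted p of 0.105 in limma and 0.0186 without its moderation. AT1G49570 differed by 1.01 at P20 (adjusted p = 0.44) and rose by 3.06 at P0. With the third arrays at P1.25 and P20 left out, AT5G39580 (1.52, adjusted p = 0.0036) and PA2 (0.55, adjusted p = 0.037) passed in limma, and AT1G49570 (0.38, adjusted p = 0.338) did not.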

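EXO (AT4G08950) rose clearly under starvation in both tissues and was higher at P20 in shoot without passing the threshold. Its shoot mean was 6.27 ± 0.06 (SD, n = 3) at P1.25 and 7.54 ± 0.47 at P20, a difference of 1.26 (standard error 0.23, adjusted p = 0.137 from limma). At P0 it rose by 1.49 in shoot (adjusted p = 0.00023) and by 2.38 in root. In root at P20 it differed by 0.26. Leaving out the third arrays at P1.25 and P20 gave a shoot difference of 1.51 (adjusted p = 0.00084 from limma). EXO is the only one of 6 EXORDIUM family genes with a transcript. Of 6 brassinosteroid biosynthesis genes 1 has a transcript, which fell by 1.09 at P0 in root and differed by 0.05 at P20 in shoot.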

Exordium (EXO//Phosphate-Responsive Family Protein), is a brassinosteroid stimulus-response gene, localized in the cell wall, was found to be upregulated^40^. These transcripts were associated with GO terms like lipid biosynthetic process and hydrolase activity (Supplementary Dataset File 3, Supplementary Fig. S5). 

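The genes that the study lists under lipid biosynthetic process were higher at P20 in shoot, and starvation moved them in both directions. Of 7 such genes, 5 have a transcript, and 0 of them passed over all transcripts in limma, where 3386 shoot transcripts had an unadjusted p under 0.05. All 5 passed adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Besides EXO, the differences were 1.01 for the aspartyl protease AT1G66180 (adjusted p = 0.15), 0.73 for the arginine decarboxylase ADC2 (adjusted p = 0.181), 0.72 for the auxin-responsive AT1G72430 (adjusted p = 0.167) and 0.56 for the acyltransferase DGAT3 (adjusted p = 0.245 from limma). At P0 in shoot EXO, AT1G66180 and ADC2 rose and AT1G72430 and DGAT3 fell, DGAT3 by 2.93 on the log2 scale (adjusted p = 1.63e-09 from limma). All 5 were called in P20 shoot without the third arrays at P1.25 and P20, at 1.51 for EXO, 1.25 for AT1G66180, 0.94 for AT1G72430, 0.71 for ADC2 and 0.68 for DGAT3 (adjusted p = 0.0147 from limma). Of 23 sterol biosynthesis genes 2 have a transcript, and their median difference at P20 in shoot was -0.08.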

Two other important genes (FDR ≤ 0.28) co-regulated were ACS7 and MDR4 (Supplementary Dataset File 1). 

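ACS7 and MDR4 rose at P0 in shoot and varied widely between replicates at P20. ACS7 (AT4G26200), an enzyme of ethylene synthesis, was 6.58 ± 0.20 (SD, n = 3) at P1.25 and 7.82 ± 0.98 at P20, a difference of 1.24 (standard error 0.40, adjusted p = 0.415 from limma). It rose by 1.40 at P0 (adjusted p = 0.0154). MDR4 (ABCB4, AT2G47000) was 8.44 ± 0.52 at P1.25 and 9.62 ± 1.14 at P20, a difference of 1.19 (standard error 0.41, adjusted p = 0.424 from limma), and rose by 1.92 at P0 (adjusted p = 0.00271). Without the third arrays at P1.25 and P20, MDR4 in P20 shoot passed at 0.81 (adjusted p = 0.016), and ACS7 at 0.68 did not (adjusted p = 0.14 from limma). Both are named by the study's table of P0 calls.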

ACS7 is an important member of ethylene biosynthetic pathway. MDR4 is an auxin influx transporter mediates basipetal transport of auxin in hypocotyl and root tip^41^. A number of 129 transcripts were uniquely regulated in shoot, and some of the important ones are described here. 

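Of the 14 shoot transcripts called at P20, 6 were not called at P0, and the named gene among them is the transcription factor ERF055. The remaining 5 have no gene name by the platform table or by the part of the study's tables used here. Transcripts called at P20 and not at P0 were 81 of 149 without replicate 3 of shoot P20, and 706 of 1190 without the third arrays at P1.25 and P20.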

The AtACS11 gene, involved in ethylene biosynthesis, was found to be up-regulated. Four ethylene responsive factors namely ERF003, ERF012, ERF022, and ERF055, were found to be expressed. 

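Of the ethylene responsive factors, 3 have a transcript, and all 3 were higher at P20 in shoot, ERF055 past the threshold. ERF055 (AT1G36060) rose from 4.63 ± 0.11 (SD, n = 3) to 6.04 ± 0.17, a log2 change of 1.41 (standard error 0.18, adjusted p = 0.00754 from limma). Its P20 effects in root and shoot did not differ by the interaction test (adjusted p = 0.744 from limma). ERF022 (AT1G33760) was 3.15 ± 0.27 at P1.25 and 4.36 ± 0.31 at P20, a difference of 1.21 (adjusted p = 0.167). ERF003 (AT5G25190) was 6.73 ± 0.27 at P1.25 and 7.87 ± 0.48 at P20, a difference of 1.14 (adjusted p = 0.244), and differed by 1.11 in root (adjusted p = 0.372 from limma). At P0 in shoot ERF003 differed by -0.71. All 3 passed adjusted over the list alone in shoot and 2 in root, which is not independent evidence because the study chose them on these samples. Without the third arrays at P1.25 and P20, ERF003 (1.26, adjusted p = 0.0172), ERF022 (1.11, adjusted p = 0.0705) and ERF055 (1.28, adjusted p = 0.0084) were all called in shoot by limma.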

ATPMEPCRB is a probable pectin esterase inhibitor was found to be expressed. 

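PMEPCRB (AT4G02330) was higher at P20 in both tissues without passing the threshold. In shoot it was 5.83 ± 0.64 (SD, n = 3) at P1.25 and 7.22 ± 0.06 at P20, a difference of 1.39 (standard error 0.33, adjusted p = 0.266 from limma). At P0 in shoot it differed by -0.10. In root it differed by 1.49 at P20 (adjusted p = 0.302) and rose by 2.02 at P0. PMEPCRB passed without the third arrays at P1.25 and P20, in root (1.94, adjusted p = 0.000157) and in shoot (1.04, adjusted p = 0.0033 from limma).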

A recent report demonstrates that the pectin content plays an active role in solubilizing phosphate in the cell wall^42^. These transcripts represent enriched GO terms such as root system development, mitochondrial organization, protein targeting, RNA methylation, nucleotide metabolic process and response to metal ion (Supplementary Dataset File 3, Supplementary Dataset File 4, Supplementary Fig. S6).

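The genes that the study lists under metal ion and oxidative stress terms, from its table for root and shoot together, had higher shoot means at P20, by changes mostly below 2-fold. Of 15 genes under response to metal ion, 8 have a transcript, and each had a higher shoot mean at P20 (median 0.35). None passed over all transcripts in limma, where 3386 had an unadjusted p under 0.05, and 7 passed adjusted over the list alone. In the fit without the third arrays at P1.25 and P20, 1 of the 8 was called in P20 shoot, AT5G41670 at 0.49 (adjusted p = 0.070 from limma), and 4 of the 8 oxidative stress genes below. The listed genes include the pentose phosphate enzyme AT5G41670 (0.52), the cytochrome c1 AT3G27240 (0.42, adjusted p = 0.28) and the pyruvate dehydrogenase subunit AT3G13930 (0.39, adjusted p = 0.283 from limma). Of 11 genes under response to oxidative stress, 8 have a transcript, and AT4G33420 was called (8 over the list alone), with the protease LON1 at 0.29 and the methyltransferase OLI2 at 0.35. Since the study chose these lists on the same samples, the counts over the list alone are not independent evidence. Outside them, 12 ribosome biogenesis genes with a transcript were all higher in shoot at P20 (median 0.21, 0 called, 3 over the list alone). On 8 platform-named members that list was shifted upward (median 0.16, adjusted p = 0.00165 from camera, adjusted p = 0.42 with an estimated correlation), the nucleolar protein NOP58a differing by 0.44 (adjusted p = 0.369 from limma).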

To obtain a picture of the whole plant as a system, we combined root and shoot transcripts differentially expressed under excess phosphate (P_20_) regime and performed GO enrichment analysis. 

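Across both tissues, no gene on the lists of ethylene synthesis, signalling and response passed the threshold at P20, where members differed in both directions, while ERF055 from the study's list of ethylene responsive factors did in shoot, and starvation raised several genes of the lists. Of 14 ethylene biosynthesis genes, 8 have a transcript. None of them was called at P20 in limma in either tissue (2143 root and 3386 shoot transcripts had an unadjusted p under 0.05), and over the list alone ACS7 passed in shoot. Their median difference at P20 was -0.02 in root and -0.04 in shoot. At P0 in root 4 rose and 2 fell (4 and 2 over the list alone), and in shoot 3 rose and 1 fell (3 and 2 over the list alone). The synthases ACS2 (2.26 in root, 1.33 in shoot) and ACS6 (1.55 and 1.76) rose at P0 in both tissues. The oxidase ACO3 fell at P0 in root by 3.26 and differed by -0.48 in shoot (adjusted p = 0.00075 from limma for the interaction). Of 15 ethylene perception and signalling genes, 2 have a transcript, and their median differences at P20 were 0.09 in root and 0.04 in shoot. Of 20 ethylene-induced genes 7 have a transcript, with 0 called at P20 in limma and 1 lower in shoot over the list alone. On 3 platform-named members this list was not shifted at P20 (adjusted p = 0.849 in root and 0.943 in shoot from camera). When the third arrays at P1.25 and P20 were left out, ACS6 was called lower in root (-0.96) and shoot (-0.74), and so were ERF104 (-0.89 and -0.79) and, in shoot, ERF1 (-0.85, adjusted p = 0.093 from limma), while the 3 ethylene responsive factors above were called higher in shoot. In that fit 1 of the 7 ethylene-induced genes was called higher in each tissue, and 2 were called lower in root and 3 in shoot. At P0, 4 of the 7 rose in root and 3 in shoot (4 and 3 over the list alone), ERF1 by 1.40 and 1.26 and ERF104 in root by 1.27. Of the platform-named genes for ethylene synthesis and response, 0 rose at P0 in either tissue. Genes named by the study's tables over-represent those changed at P0.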

We observed three distinct biological processes enriched such as response to ethylene stimulus, root growth and development and response to metal nutrients (Fig. 7, Supplementary Fig. S7, Supplementary Dataset File 3). It provides evidence that the plant as a whole induces ethylene mediated signaling when incubated under excess phosphate regime. 

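Of 6 genes that the study lists under response to ethylene stimulus, 2 have a transcript, ERF003 and ADC2. Neither was called at P20, where ADC2 differed by 0.12 in root and their median difference in shoot was 0.94. Both passed adjusted over the list alone in shoot, which is not independent evidence because the study chose them on these samples. ADC2 rose at P0 by 1.67 in root and 1.13 in shoot. The paper takes the enriched terms as evidence of ethylene signalling in the whole plant under excess phosphate. It adds qRT-PCR and the growth and meristem size of ethylene mutants, which were not analysed here.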

Altogether, these results indicate the underlying signaling mechanism which involves ethylene during excess phosphate response.

**Figure 7:**
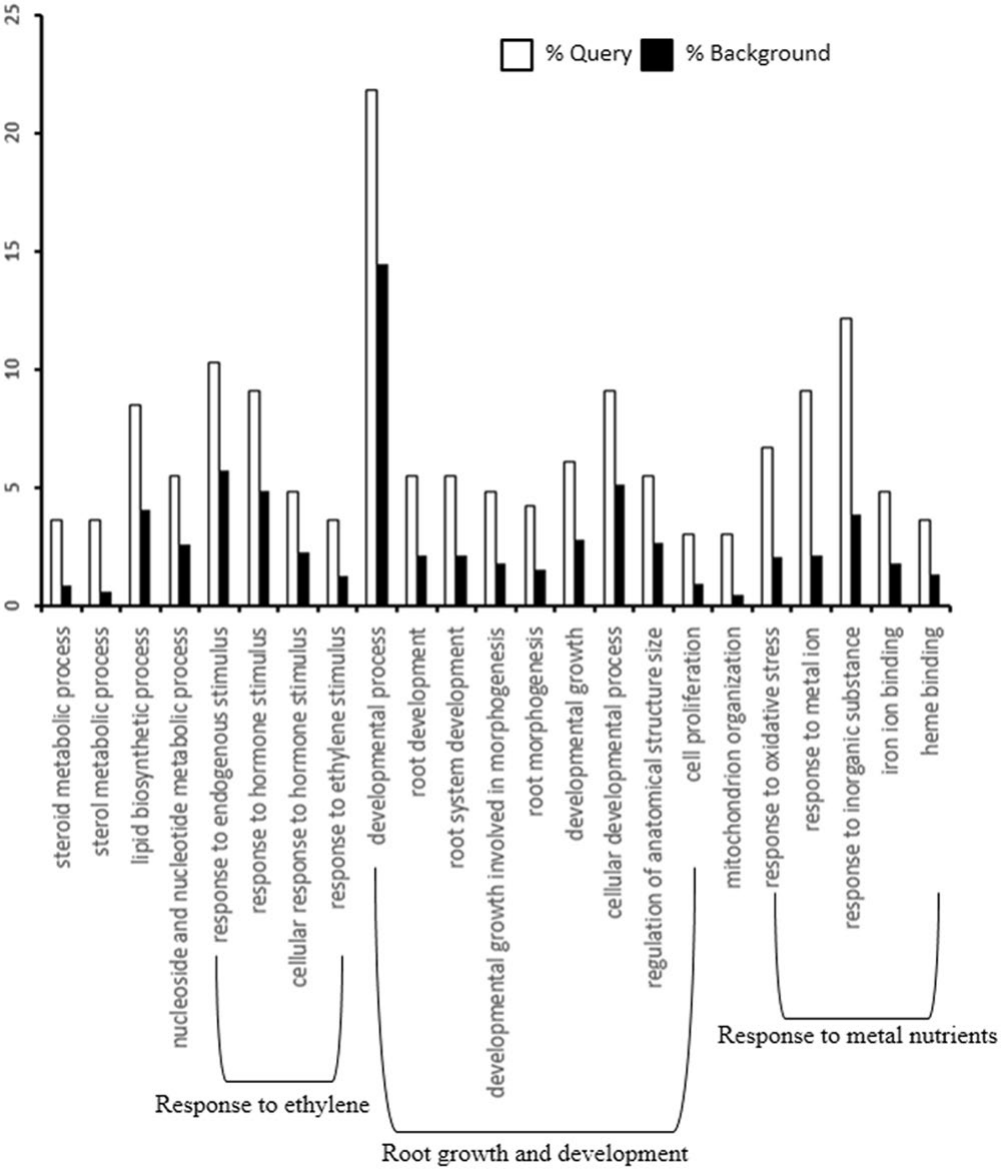
Singular Enrichment Analysis (SEA) for differentially expressed genes of root + shoot due to P_20_ (20 mM) treatment. It shows the change in ethylene, root growth and development, and response to metal nutrients related processes. The analysis was performed using the agriGO analysis tool under advanced mode, Fisher test with P < 0.05 and minimum 5 mapping entries. The white bar shows the fraction of query genes, and the black bar shows a fraction of genes in background (whole genome).

### Validation of microarray expression data through qRT-PCR

Sixteen key genes were selected for validation of microarray data on the basis of metal ion deficiency response, ethylene mediated signaling, and root development (Supplementary Fig. S8). The expression of selected genes is more or less consistent with the microarray results. In general, treatment specific expression of genes is more consistent with the microarray results compared to tissue-specific expression. The iron deficiency response has been validated in root under P_20_; whereas, some members (NAS2, FRO5) showed deficiency response in shoot even under P_0_. It may be due to the variation in availability of different metal cations among the root and shoot. Ethylene biosynthesis and signaling related responses were validated; although, root and shoot were more or less equally responsive to both P_i_ treatments except ERF003. ERF003 showed a differential expression specifically under P_20_ in both tissues. Root development related genes also followed a similar expression trend with the array result; however, MLO14 was distinctly induced in root by P_20_. DEFL203 followed more or less similar trend as MLO14. Two oxidative stress related genes showed a high expression in root and shoot tissues under P_20_. Differential expression was confirmed for a SPX domain-containing protein that has been implicated in the P_i_ starvation response^4^. Overall, the expression of these genes coincides with array results.

### Ethylene insensitive mutants show a better developmental response under excess phosphate

To obtain more evidence for ethylene mediated signaling, we quantified shoot area and traits of RSA in ethylene-insensitive mutants *etr1–3*, *ein4*, *ein2-T* ^43, 44^, and a sensitive ethylene mutant *ctr1–1* ^45^ under control (P_1.25_) and excess P_i_ condition (P_20_) (Fig. 8). Shoot area decreased significantly by 28% in WT under P_20_. In the ethylene-insensitive mutants, no significant difference was observed in shoot area due to P_20_ treatment (Fig. 8b). Total root length of WT decreased significantly by 27% due to P_20_; whereas, it increased significantly by 29% in *ein2-T* or increased slightly in other insensitive mutants (Fig. 8c). Inhibition of primary root length was higher in WT than in ethylene-insensitive mutants *etr1–3*, *ein4*, *ein2-T*, (Fig. 8d). There was no significant difference in the phenotype of ethylene sensitive mutant *ctr1–1* except a significant increase in 1° LR density due to P_20_ (Fig. 8e). Altogether ethylene-insensitive mutants exhibited a better growth and development at P_20_ indicating some involvement of ethylene signaling.

**Figure 8:**
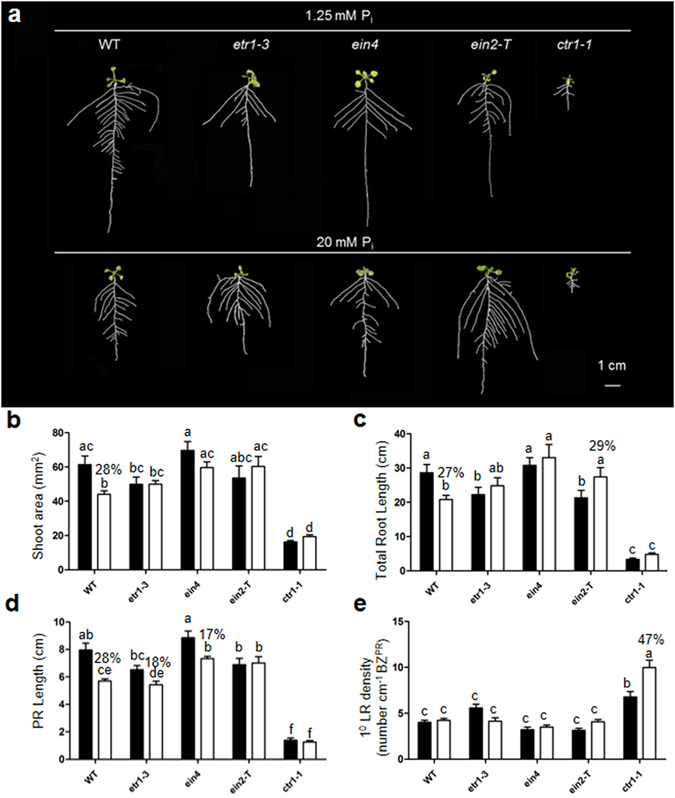
Root system architecture of wild type, ethylene-insensitive mutants (*etr1–3*, *ein4*, *ein2-T*) and sensitive mutants (*ctr1–1*) under 1.25 mM P_i_ and 20 mM P_i_. Wild-type (WT) and ethylene mutants were grown as described in the caption to Fig. 1. Individual seedlings were spread as described in the caption to Fig. 3 for documentation of different traits (**b–e**). Data are presented for shoot area (**b**), total root length (**c**), primary root length (**d**), and 1° lateral root density (**e**). Black and white bar represent treatments 1.25 mM and 20 mM, respectively. Values are means ± SE *n* = 15. Mean bars with different alpha letter differ significantly (P ≤ 0.05–0.001) according to two-way ANOVA with Bonferroni correction posttest comparisons.

### Excess phosphate response reduces the root apical meristem size by decreasing the cell number

To determine the nature of the primary root length reduction, we analyzed the size of root apical meristem (RAM) (Fig. 9a)^46^. RAM size decreased significantly in WT; whereas, it significantly increased in *ein2-T* or showed no change in other mutants due to P_20_ (Fig. 9b, Supplementary Fig. S9). No significant change in RAM size of *ctr1–1* mutant was observed due to P_20_ (Supplementary Fig. S10). We also analyzed the relative change in RAM size by taking the ratio at P_20_ to the P_1.25_. The relative increase in RAM size due to P_20_ treatment was significantly higher for ethylene-insensitive mutants as compared to WT (Fig. 9c). Taken together, it indicates the participation of ethylene mediated signaling during excess P_i_ treatment.

**Figure 9:**
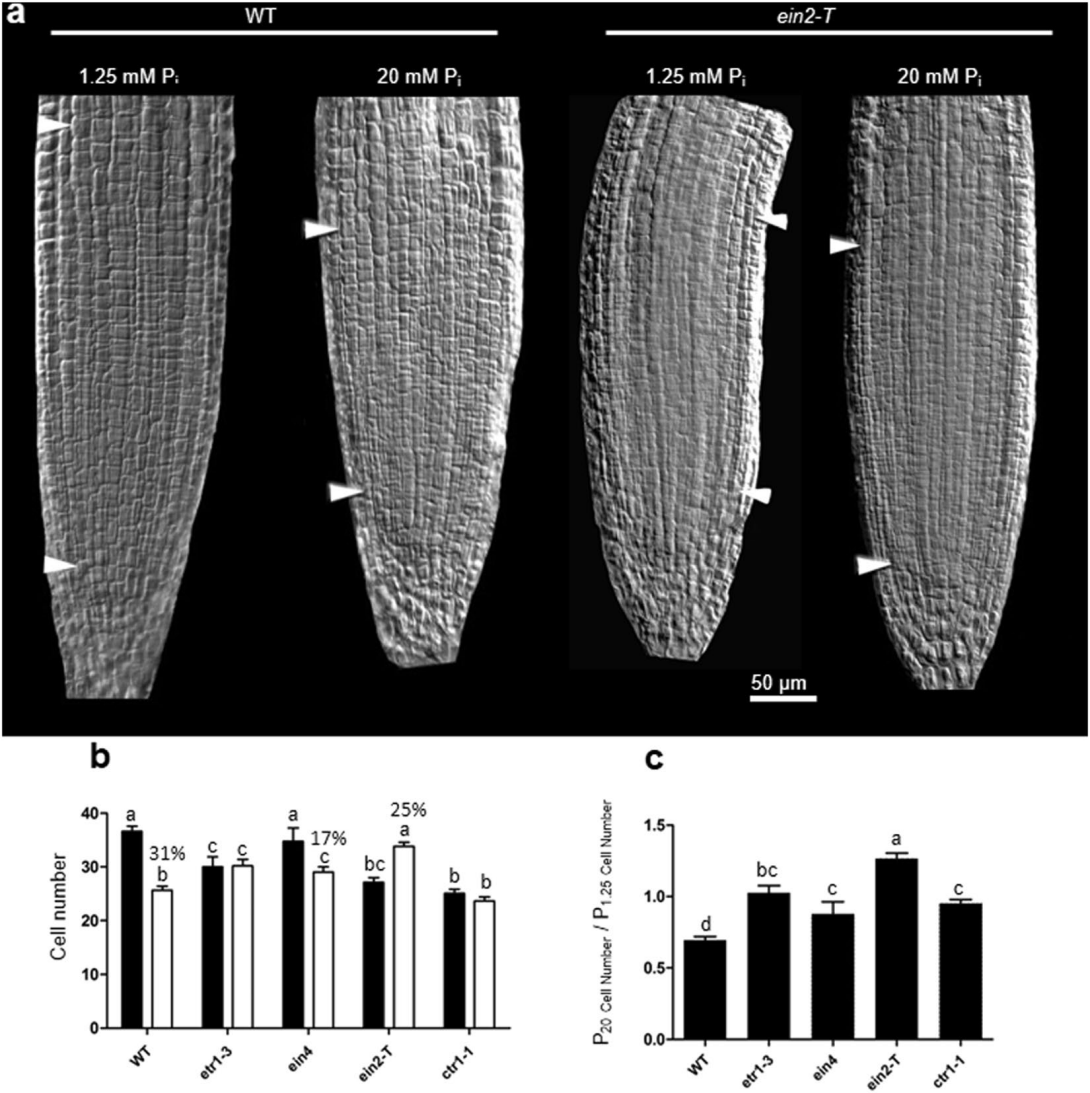
Excess phosphate supply reduced root apical meristem size of WT but not in ethylene- insensitive mutants. WT and ethylene insensitive (*etr1–3*, *ein4*, *ein2-T*) or sensitive mutant (*ctr1–1*) were grown as described in the caption to Fig. 1. A 5 mm section from the tip of primary root was cut and mounted on a slide with diluted Visikol in 10% glycerol, and root cells were visualized under the DIC filter. Root meristem size was measured by counting the number of meristematic cortex cells between the quiescent center (QC) and the first elongated cell. White arrows mark the QC and first elongated cortex cells in a representative picture of WT and *ein2-T* mutant (**a**). Data are presented for the number of cortical cells (**b**), and the ratio of RAM size (cell number) of plants grown at P_20_ to P_1.25_ conditions, as shown in (**c**). Values are means ± SE, and *n* = 15 (**b,c**). Bars with different alpha letter differ significantly (P ≤ 0.05–0.001) according to two-way ANOVA (**b**), and one-way ANOVA (**c**) with Bonferroni’s posttest.

To summarize the important findings of this study, we proposed a schematic model which shows that the excess phosphate treatment induces the ethylene response may be directly or by altering the nutrient level and attenuates primary root growth by reducing the cell number in root apical meristem (Fig. 10).

**Figure 10:**
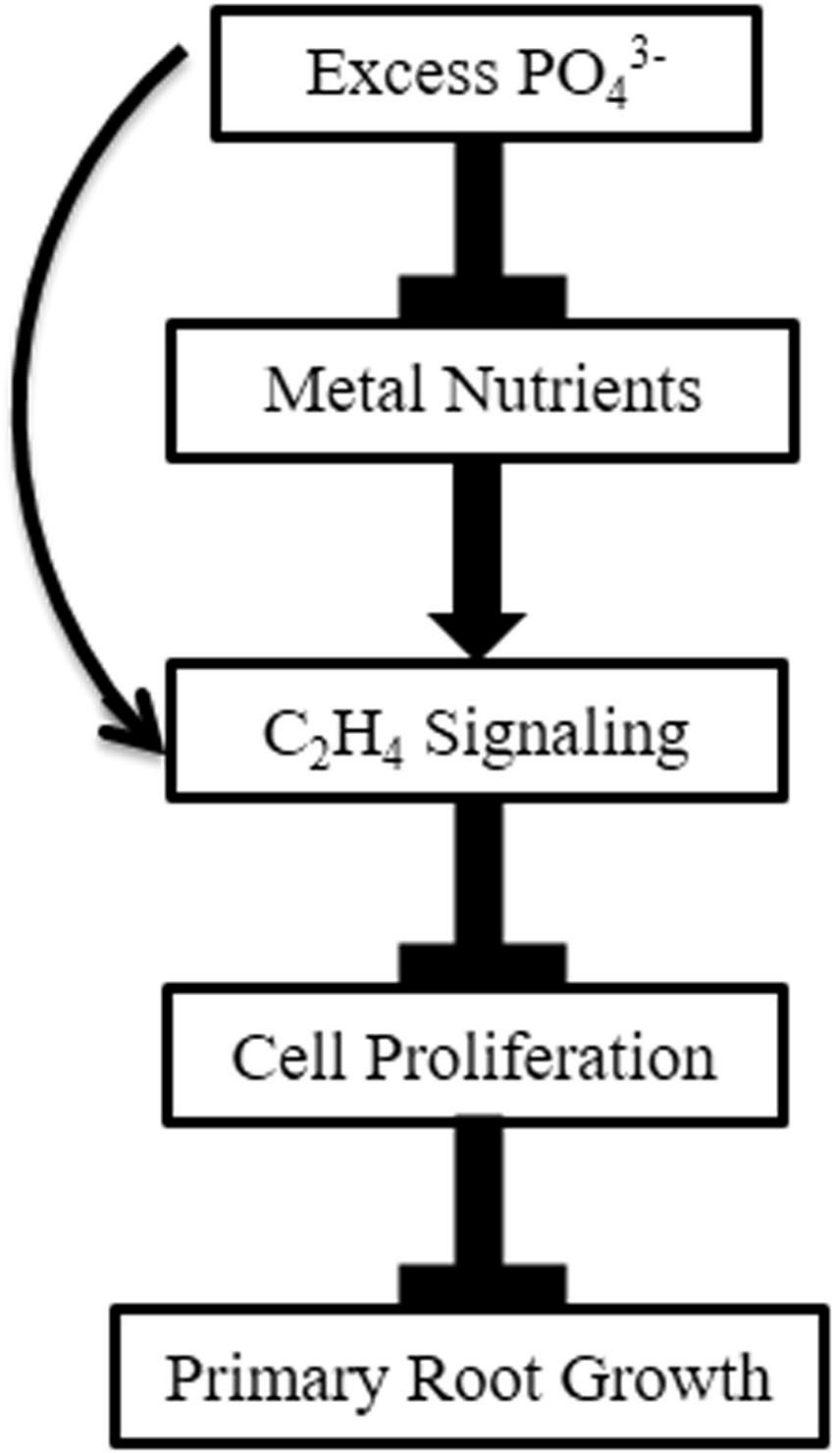
A common minimum consensus model displaying underlying signaling occurred during Excess Phosphate Response (EP_i_R). Excess phosphate treatment triggers the ethylene response may be directly or by altering nutrient profile and negatively regulates primary root growth by reducing cell proliferation in root apical meristem.

## Discussion

Despite a rapid change in agronomic condition, causes environmental problems^17^, excess phosphate response in plants has not been elucidated in detail. Earlier reports showed that the high P condition in soil creates Fe and Zn deficiency in plants^19, 20, 47, 48^. In our earlier studies, we have attempted to identify genes modulated in crop plants like sunflower in excess P_i_ condition but obtained a little information^29^. In the present study, using morphophysiological, biochemical, genomics and genetic approaches we have characterized the excess phosphate response in Arabidopsis that indicates an ethylene mediated response.

We have shown that how varying concentrations of P_i_ could be sensed and rendered into phenotypic alterations. Different morphometric traits suggest that root morphology is more sensitive than shoot morphology by the supply of excess P_i_ (Figs 1 and 2). The total soluble P_i_ content was higher in the shoot under the excess P_i_ treatment points as compared to root (Figs 1d and 2d). The lesser level of soluble P_i_ in root may be linked to the shutdown of phosphate uptake transporters (Fig. 2e, Supplementary Fig. S1). At the same time, the mobilization of P_i_ from root to shoot keeps occurring because the expression of PHO1 was high (Supplementary Fig. S2a) therefore, leading to a low P_i_ level in the root (Supplementary Fig. S2b). The higher anthocyanin content of seedlings grown at P_20_, which was comparable to the level found in P_0_, supports this notion (Fig. 1e).

We observed a dramatic change in RSA by supplying varying concentrations of P_i_ (Fig. 2a). The primary root length increased initially and later decreased under increasing concentrations of P_i_ (Fig. 2c). This is in agreement with a study in which primary root length was shown to be inhibited by higher treatment concentrations of P_i_ at 10 and 25 mM^23^. The number of lateral roots remained steady till P_5_, then slightly decreased at P_10_ and with a significant decrease at P_20_ (Fig. 3b). This is consistent with an earlier study showing a sharp decline in the number of lateral roots at 10 and 25 mM P_i_^23^. Similarly, they showed a sharp decrease in L.R. density between 1 and 25 mM P_i_^23^. However, we did not observe any difference in L.R. density under P_0_, P_1.25_, and P_20_ (Fig. 3c). There are several contrasting reports on how P_i_ starvation-induced changes in number, length, and density of lateral roots. For example, an increase in L.R. density was reported under P_0_ condition^21, 23^. In contrast, a decrease in L.R. density under P_0_ conditions was also reported^24, 49, 50^. These variations may be due to the use of different growth conditions such as light, sucrose, incubation time^51, 52^. Also, the concentration of P_i_^23, 24^ and, the use of the various gelling media possessing varying levels of P_i_ contamination may attribute to these variations^52, 53^. Ethylene is known to reduce primary root length under P_i_-sufficient condition^54–56^. Ethylene was also reported to be involved in lateral root spacing and to negatively regulate the number of lateral roots while increasing the length of existing lateral roots^56^. Interestingly, we have observed attenuation of primary root length, reduction in the number of lateral roots, and no alteration in the length of lateral roots under excess P_10_ and P_20_ condition.

We observed a significant decline in *CycB1;1:uidA* staining in the primary root tip grown at P_10_ and P_20_ (Fig. 4a). More than one factor may be responsible for these results. One of the factors may be that a depletion of total physiologically available P_i_ which plays a critical role in the growth and development of root (Fig. 2d). Other regulating factors may be linked hormonal regulation. For example, indoleacetic acid (IAA) treatment inhibits primary root growth without affecting the meristematic activity, but since we observed a decline in the meristematic activity, auxin-mediated inhibition of primary root growth might be ruled out. Another hormone factor is ethylene which not only negatively-regulates primary root growth but may also be involved in repressing the Cyclin B1 activity^46^. Moreover, the inhibition of primary root growth and meristematic activity due to P_20_ was indeterminate thus developmentally distinct from the inhibition caused by phosphate starvation (P_0_) (Fig. 4b and c).

The nutrient composition of P, Fe, Zn, Mn and Ca plays a crucial role in determining RSA plasticity^24, 53^. Earlier studies reported that the micronutrients deficiency in plants caused by high P condition^19, 20, 47, 48^. We observed a maximum reduction in primary root under P_0_ and P_20_ however, developmental program were different. It is known that the loss of root meristematic activity under P_0_ condition is due to the elevated Fe level as it could produce hydroxyl radicals leading to the death of meristematic cells^47, 57, 58^ (Fig. 5b). Under P_20_, Fe level is relatively low, despite we observed a reduction in primary root length and root meristematic activity (Fig. 5b). It may be due to the depletion of other essential nutrients (Zn, Mn, Ca) in the seedlings (Fig. 5c,d). The low Fe content could also be a reason for an indeterminate reduction in root meristematic activity under P_20_ (Fig. 5b). Zn deficiency reduces the primary root length and enhances the lateral root number, but meristematic activity is not affected^53^. Ca deficiency also causes a decline in primary root elongation^24^. Taken together, it is plausible that the alteration in the level of nutrients elicits the hormonal responses that control the RSA plasticity^59^. Although, the specific coordination mechanisms involved in root development are not known.

The use of the Arabidopsis ST array offers access to an extensive number (28403) of transcripts relative to ATH1 array (22810 probes) and highlights the advantage of using 1.0 ST array chips. Eighteen tissue and treatment specific arrays were analyzed with the goal of creating a reference dataset to gain novel insight into the excess phosphate response (EP_i_R). We presented a comparative gene expression Venn diagram by distributing differentially regulated genes under EP_i_R, P_i_SR and both for root and shoot tissues as shown in Fig. 6. The majority of the differentially expressed genes and associated enriched GO terms under excess phosphate point towards ethylene mediated signaling (Fig. 7).

The gene AtACS11 and AtACS7 which is an isoform of 1-aminocyclopropane -1-carboxylate synthase (ACS) provides the rate-limiting step in ethylene biosynthesis were found to be upregulated^60^. We obtained four members of ERFs, expressed uniquely in the P_20_ treatment in the shoot (Supplementary Dataset File 4). AtERF003 and AtERF012 each have a repressor motif called EAR (ERF-associated amphiphilic repression) at the C-terminal. This motif is responsible for the repression of transcription of several target genes^61, 62^ and controls the major phenotypic changes in plant growth and development^63^. However, direct evidence is lacking for the function of AtERF003. Another gene Expansin A17, reported to be involved in ethylene signaling, was upregulated by P_20_ treatment and downregulated by P_0_^36^. Upregulation of several ethylene-related genes and their GO enrichment analysis suggest that ethylene at large mediating the excess phosphate response.

Nicotianamine synthase (NAS2), Ferric Reduction Oxidase 5 (FRO5), and FRD3 (Ferric Reductase Defective 3) were upregulated in root by P_20_ (Supplementary Dataset File 2). The expression of these genes is regulated by ethylene and was reported to be expressed under Fe, Zn and Cu deficiency^35, 37, 38, 64^ (Supplementary Dataset File 2). Some members of the peroxidase gene family were found to be differentially regulated by P_20_ and may be an indication of oxidative stress caused by metal deficiency (Supplementary Dataset File 2). Additionally, the GO enrichment analysis in root tissue resulted in GO terms like transition metal ion binding, response to metal ion, and heme binding (Supplementary Fig. 4). It suggests a metal ion deficiency occurring under excess phosphate condition.

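In root 4 peroxidases that the study lists were called higher at P0 (AT1G49570 by 2.33, AT4G33420 by 2.12, PA2 by 4.71 and AT5G39580 by 2.60), and 0 of them were called at P20 by limma. With the third arrays at P1.25 and P20 left out, AT1G49570 (1.54, adjusted p = 0.0018), AT4G33420 (0.51) and PA2 (0.46) were called higher in P20 root by limma. Of 14 genes of oxidative stress and mitochondrial retrograde signalling, 11 have a transcript, and 0 of them were called at P20 in either tissue by limma (0 over the list alone, beside 2143 root and 3386 shoot transcripts with an unadjusted p under 0.05). In the fit without the third arrays, 1 of the 11 was called higher and 2 lower in P20 root, and 1 higher and 3 lower in P20 shoot. At P0, 7 rose in root and 8 in shoot (7 and 9 over the list alone). Of the 4 platform-named members, 2 rose in root and 3 in shoot. The study's tables, which name the others, over-represent genes changed at P0. On 4 platform-named members this list was shifted upward at P0 in root (median 0.98, adjusted p = 0.0351 from camera, adjusted p = 0.502 with an estimated correlation). It was shifted in shoot as well (median 1.95, adjusted p = 0.00686 from camera, adjusted p = 0.42 with an estimated correlation). The glutathione transferase GSTU25 rose at P0 by 1.28 in root and 2.66 in shoot, and the NADH dehydrogenase NDB2 rose by 1.98 in shoot. The paper proposes that the change of peroxidases reflects oxidative stress from a lack of metals.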

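For response to metal ion and heme binding the lists used here come from the study's table for root and shoot together, so they also hold genes of the shoot. Of the 8 genes with a transcript that the study lists under response to metal ion, NRT1.8 was called in root, with 4 adjusted over the list alone. All 6 genes listed under heme binding have a transcript, and 0 of them were called in root by limma (3 over the list alone, beside 2143 transcripts with an unadjusted p under 0.05). Their median difference was 0.56 in root at P20. The nitrite reductase NIR1 differed by 0.07, while the peroxidase AT1G49570 stood highest at 1.81 (adjusted p = 0.181 from limma). In shoot AT4G33420 was called among the 6 (6 over the list alone). Counts over lists that the study chose on these samples are not independent evidence.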

We identified several enriched GO terms associated with root system development mainly for transcripts regulated in shoot (Supplementary Fig 6, Supplementary Dataset File 3). It indicates the important systemic role played by shoot regulating RSA under varying phosphate regime. 

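Few genes of the root meristem and of cell division have a transcript, and none of these was called at P20 by limma (2143 root and 3386 shoot transcripts had an unadjusted p under 0.05). Of 9 genes that the study lists under root development for root and shoot together, 1 has a transcript, OLI2, which differed by 0.35 in shoot at P20 (adjusted p = 0.369 from limma). Of 20 root meristem regulators 5 have a transcript, and 0 were called at P20 in root by limma, with a median difference of 0.12. The list was not shifted at P20 in root (adjusted p = 0.842 from camera). Mitotic genes (4 of 19 with a transcript) and DNA replication genes (4 of 12) had median differences of 0.15 and -0.02 at P20 in root, with 0 called in limma. All 4 DNA replication genes fell at P0 in shoot (4 over the list alone, median -1.24). Only 1 of them is named by the platform table, and the study's tables, which name the others, over-represent genes changed at P0. Root hair genes, 3 of 9 with a transcript, had a median difference of 0.06 at P20 in root and -0.55 at P0. Of 10 auxin response genes 5 have a transcript, with 0 called at P20 in limma and 1 higher over the list alone in each tissue. Leaving out the third arrays at P1.25 and P20, 1 root meristem regulator and 1 auxin response gene were called higher and 1 root hair gene lower in P20 shoot, and 0 of these lists' genes were called in P20 root by limma.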

Several previously known genes for controlling the RSA were identified. We found an upregulation of MLO 14 like protein in root, a recent study of MLO mutant revealed its involvement in polar auxin transport which is one of the components jointly responsible for an aberrant root phenotype^65^. A channeling protein, Annexin (ANNAT7) is reported to be involved in lateral root development by modulating the Ca^2+^ ion gradient^66, 67^. A defensin-like protein, DEFL203, was expressed at its maximum level in the P_20_ treatment. Defensins are small secreted peptides having diverse biological roles and may be involved in growth and development^68^. DEFL203 possesses a GARE element in its promoter region and a GASA-like domain in its peptide sequence that has a role in meristematic cell division activity^69^. The AtERF003 might play a major role in restructuring the root system. It is known to be involved in ethylene and/or gibberellic acid mediated signaling pathways^70^. The direct role of ERF in restructuring the root system architecture has been demonstrated in a study, in which the overexpression of AtERF070 leads to decrease in primary root length and lateral root number^71^.

Root system architecture is a complex trait as its development depends upon the hormonal interplay (ethylene, auxins, gibberellins, brassinosteroids and many more) and their interaction with the environment^72^. Since we obtained a set of genes which directly or indirectly points towards ethylene and signaling, we tested the hypothesis of ethylene by examining ethylene insensitive or sensitive mutants. Interestingly we observed a better growth phenotype in ethylene-insensitive mutants relative to WT under excess P_i_ condition (Fig. 8a). Constitutive ethylene sensitive mutant *ctr1–1* produces no significant change in phenotype presumably due to exhibiting a full response at control treatment in our experimental condition thus only a slight alteration in RSA occurred due to P_20_. Shoot area shows a better development in ethylene-insensitive mutants (Fig. 8b). There are reports which show the role of ethylene in negative regulation of shoot growth and development^73^. Primary root shows a relatively better growth phenotype in ethylene-insensitive mutants (Fig. 8d). We observed some variation in phenotype of *etr1–3*, *ein4*, and *ein2-T* relative to WT at control condition (P_1.25_) (Fig. 8). It may be due to the variation in responses depending upon the degree of ethylene insensitivity. For example, *ein4* mutant does not exhibit a strong insensitivity to ethylene rather behaves similar to WT^74^. Ethylene-sensitive mutant *ctr1–1* shows lesser growth relative to WT under normal growth condition^75^. We observed a significant increase in the 1° lateral root density of *ctr1–1* due to P_20_. This increase could be attributed to the increase in the number of lateral roots in a highly short primary root length (Fig. 8a).

Ethylene reduces root apical meristem (RAM) size and meristem activity^46^. Similarly, we observed a significant reduction in RAM size of WT due to P_20_ and relatively a larger meristem size in ethylene-insensitive mutants (Fig. 9a b and c). This provides insight into how the primary root length is decreased under excess P_i_ (P_20_). We have also shown that the P_20_ treatment represses the activity of a cell cycle marker Cyclin B1, which is consistent with these RAM size results (Fig. 4a).

In conclusion, we provide comprehensive reference datasets of plant responses under excess and deficient P_i_ regimes. We have demonstrated that the ethylene mediates the negative regulation of plant growth and development like attenuation of primary root length, and decrease in root apical meristem size under excess phosphate. Our study sheds light on the intricate relationship of P, metal ions, ethylene and their effect on plant growth and development. This study not only helps in dissecting the mechanism of plant response to excess P_i_ but also paves the way to identify the pathways and additional novel genes involved in phosphorus homeostasis and accumulation. Although we characterized excess P_i_ responses, furthermore experiments may be required to test the specificity of these responses to other high level nutrient conditions.

## Methods

### Plant materials, growth, and treatments

Wild-type and mutants of *Arabidopsis thaliana* used in the study were in the Columbia (Col) background. Mutant seeds of *etr1–3* (CS3070), *ein4* (CS8053), were obtained from ABRC (Ohio). Seeds of *ein2-T* and *ctr1–1* genotypes were kindly provided by Rishikesh Bhalerao (Umea Plant Science Center, Sweden). Seeds were surface sterilized and suspended in water and incubated 2 days at 4 °C for stratification. Seeds were germinated and grown in 0.5X MS basal medium with vitamins (PhytoTechnology laboratory) + 1.5% (w/v) Sucrose medium on a polypropylene mesh hydroponically for 5 days (Supplementary Fig. S11)^52^. After 5 days, the seedlings were transferred into modified MS nutrient media containing 2.0 mM NH_4_NO_3_, 1.9 mM KNO_3_, 0.15 mM MgSO_4_·7H_2_O, 0.1 mM MnSO_4_·H_2_O, 3.0 µM ZnSO_4_·7H_2_O, 0.1 µM CuSO_4_·5H_2_O, 0.3 mM CaCl_2_.2H_2_O, 5.0 µM KI, 0.1 µM CoCl_2_·6H_2_O, 0.1 mM FeSO_4_·7H_2_O, 0.1 mM Na_2_EDTA.2H_2_O, 1.25 mM KH_2_PO_4_, 100 µM H_3_BO_3_, 1 µM Na_2_MoO_4_·2H_2_O, 1.5% sucrose, 1.25 mM MES, pH 5.7 adjusted with 0.1 M MES (pH 6.1), and grown for 7 days. For P_0_ (0 mM) treatment, KH_2_PO_4_ was replaced with 0.62 mM K_2_SO_4._ For excess phosphate treatments, the concentration of KH_2_PO_4_ was increased in modified MS medium (2.5, 5.0, 10.0, 20.0 mM). We chose the KH_2_PO_4_ salt because potassium is considered as a suitable ion that did not affect the plant growth and development^76–78^. Plants were grown under standard growth condition as 16 h light /8 h dark photoperiod, 120 µmol m^−2^ s^−1^ light intensity, 60–70% humidity, at 23 °C in a growth chamber. Nutrient solutions were changed on alternate days.

### Examination of root system architecture and shoot area

Seedlings were spread gently on agar (1.2%) Petri-plates using art brush. Leaves were dissected and flattened on agar plates. Petri-plates were photographed for the documentation of phenotypic traits. The root length and shoot area were measured using the ImageJ program.

### Anthocyanin measurement

Shoot tissue of Arabidopsis seedlings was separated and ground into powder using liquid N_2_. Around 50–100 mg tissue was used to extract the anthocyanin following the method described by Neff and Chory^79^.

### Estimation of total soluble P_i_ content

Root and shoot tissues were separated, rinsed with distilled water, blotted dry, and ground to fine powder using liquid N_2_. The estimation was carried out using the standard method^31^.

### Histochemical GUS staining

The GUS staining of Arabidopsis genotype *CycB1;1:uidA* ^80^ seedlings was performed as per the standard protocol. The pictures of the stained seedlings were taken in the bright field with a Leica M16 stereomicroscope with an axial carrier using Automontage software (Syncroscopy-Frederick, Maryland USA).

### ICP-OES analysis

ICP-OES analysis was performed as described earlier in our study^53^.

### Quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from frozen root and shoot tissues of 12 days old plant using the method described earlier^81^. The cDNA synthesis and quantitative real-time PCR were carried out as described by Shukla *et al*.^81^. The primer sequences are listed in Supplementary Table S1. The qRT-PCR experiments were repeated two times independently, and in each experiment, three technical replicates were used.

### Transcriptome analysis

Affymetrix GeneChip® ara ST 1.0 GeneChips (data submitted to GEO accession number GSE66925) were used to carry out the microarray experiments following the instructions of the manufacturer (Affymetrix, USA). Three independent biological experiments were carried out for control (1.25 mM P_i_) and experimental conditions (0 mM, 20 mM P_i_) separately for root and shoot tissue of Arabidopsis. The feature intensity (.cel) files were normalized at gene level using RMA algorithms provided in the software Partek Genomics Suite 6.6, St. Louis, MO, USA. To identify statistically significant differentially expressed genes, a two-way ANOVA model was applied to the intensity data. A step-up false discovery rate (FDR) corrected p-value was included for every p-value calculated, and different contrasts were generated. The list of differentially expressed genes (DEGs) was generated by filtering the data at p < 0.1 (FDR) and >2-fold change (P_0_/P_1.25_) and >1-fold change (P_20_/P_1.25_) in expression value.

### GO enrichment analysis of differentially regulated genes

The singular enrichment analysis (SEA) (http://bioinfo.cau.edu.cn/agriGO/index.php) was performed on differentially regulated genes. The TAIR AGI IDs were subjected to agriGO analysis tool using the supported species mode. Arabidopsis TAIR10 database was used as a background. The hieratical graphs and GO enrichment analysis table of genes were constructed, using a Fisher test at P-value 0.05–0.01, with 5 minimum number of mapping entries with complete GO gene ontology. The GO abundance chart was prepared manually by selecting the biologically relevant GO terms.

### Analysis of root apical meristem (RAM)

The mutants and WT seedlings were grown and treated with 1.25 mM P_i_ and 20 mM P_i_ as described in earlier section. The size of the root apical meristem (RAM) was determined by following the protocol of Duan *et al*.^82^. Instead of using Chloral hydrate, we used Visikol^Tm^ (Visikol Inc.) for clearing the root section. Visikol was diluted 200 times in 10% glycerol and applied to the root tissue. The number of cells counted between the quiescent cells and to the first elongated cells of the meristem was visualized with Carl Zeiss Axioplan 2 Imaging fluorescent microscope at 20X magnification using Differential Interference Contrast (DIC) filter.

### Statistics

Each experiment was repeated 2–3 times independently. Statistical significance of mean values was determined by analysis of variance (1X-, 2X-ANOVA) with Tukey’s Multiple Comparison Test or Bonferroni correction post-test were used for comparing all pairs of data sets.

## Electronic supplementary material

Supplementary information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

How the deposited data were processed for this re-analysis (not part of the article)

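Arabidopsis seedlings were kept for 7 days with 0, 1.25 or 20 mM phosphate, and RNA from root and shoot was hybridized to Affymetrix AraGene 1.0 ST arrays. There were 3 replicates for each of 6 groups (2 tissues and 3 treatments), 18 arrays in all. The authors normalized the raw intensities by robust multi-array average (RMA) in Partek Genomics Suite 6.6, summarised them per transcript and deposited the result as log2 values, 1 column per array. These log2 values were used as deposited, for 38408 transcripts, and no column of other samples was present. Other experiments of the paper, such as growth, root anatomy, element content and mutants, have no values among these arrays and were not analysed here.

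The values were analysed with limma 3.58.1 in R 4.3.3, and with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. A linear model with a mean for each of the 6 groups was fitted to every transcript, followed by the empirical Bayes step of limma. P20 and P0 were each compared with P1.25 in the same tissue, and the difference of each effect between root and shoot was tested as an interaction. p-values were adjusted by the Benjamini-Hochberg step-up method over all transcripts. Following the paper's methods, an adjusted p under 0.1 counted as a change, with a change above 2-fold required for P0 and any fold for P20. An adjusted p under 0.1 at any fold was used for the interactions. The methods name a two-way model with step-up false discovery rate, and this model without the moderation of limma was run as an alternative. Adjusted p-values in the text come from limma unless camera or fry is named.

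Replicate numbers were taken to pair arrays of different treatments only where every such pair had deviations from the group means correlated above 0.1. This held for shoot P20 with shoot P1.25 (0.136, 0.130 and 0.291) and not for root P20 with root P1.25 (0.077, 0.127 and 0.225) or for P0. The replicate block was fitted to all 18 arrays, so it also covered arrays that the numbers did not pair.

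Genes were assigned to transcripts by the platform table and by the parts used of the study's supplementary tables (the first 576 rows of the table of all transcripts, 1280 of 2490 rows for P0 in root and 1275 of 3603 for P0 in shoot). In the latter, 98.2% of the root rows and 98.3% of the shoot rows were called here too. No overlap or enrichment was computed from these partial tables. Transcripts with several genes were not named. Of all transcripts, 7132 held values identical to those of another transcript. Below the first transcript ID that carries a name lay 7079 transcripts, 6510 of them identical to another. These 7079 held 841 of the P0 calls in root and 1214 of those in shoot.

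Gene lists were written before the values were examined, though values printed by the study for its named genes, such as DEFL203, had been seen. A list was tested with camera on the members named by the platform table, with at least 3 members, at an adjusted p under 0.05 over 11 lists and 4 contrasts. camera assumed a correlation of 0.01 between genes, and an estimated correlation and fry were run as alternatives. Lists of genes that the study gives under its enriched terms were read in the same way, without a test.

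Single genes in the text follow a rule set before the values were examined. It takes the genes named by the study and, for each comparison, up to 6 of the largest rises and 6 of the largest falls among called transcripts with 1 gene whose arrays did not overlap between the groups. By chance 10% of transcripts separate in this way with 3 arrays against 3. The rule adds up to 4 called members of each list and comparison, or the 2 members with the smallest adjusted p. For a gene with several transcripts the one with the highest mean was used. The values that the study prints for its named genes had been seen when the rule was written.

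Alternatives set beforehand covered the error model (without moderation, with a mean-variance trend and robust estimation, with array weights), the arrays in the fit (9 arrays of a tissue, 6 arrays of the groups compared, each array left out in turn), a replicate block, the transcripts tested (without the 25% with the lowest intensity, or only those with 1 gene), the scaling (quantile normalization within a tissue, centring on the array median), an adjusted p of 0.05 and the other fold rule. Another 4 alternatives were added after the values were seen, among them the fit without the third arrays at P1.25 and P20. The method was also tested on simulated data, in which 60% of planted log2 changes of 1 and 89% of those of 2 were recovered in P20 shoot.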

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

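All tests of explanations in this part were chosen after the results were seen, while the interaction tests were planned.

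The P20 effect differed between root and shoot at 4 transcripts by the interaction term in limma. The largest difference was at DEFL203 (AT2G36255), by 5.03 on the log2 scale, followed by AT1G34047 at 3.97. The other two were a transcript without a gene name at 1.48 and GDPD1 (AT3G02040) at 1.18, which fell in shoot. Of 100 groupings of the 12 arrays, the real one included, 31 gave at least 4 such transcripts and the highest gave 239, so chance cannot be excluded for the count. The same held for the 77 regroupings in which neither tissue kept its treatments parted, 16 of which gave at least 4. The P0 effect differed at 6562 transcripts, and 6 of 100 groupings, counted in the same way, gave as many, the highest 8563. That count decides nothing, because 17 of the regroupings kept the treatments of a tissue parted and with them its real P0 effect. The other 82 gave at most 7. The regroupings with many times the real P20 count point to a structure of the samples, described below for the third arrays.

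Among genes that the paper does not discuss, AT1G34047 rose in root at P20 by 4.42 and AT5G33355 by 3.58. In shoot, 3 of 43 phosphate starvation genes were called lower at P20, with log2 changes of -2.14 for SPX1, -1.74 for GDPD1 and -1.42 for PAP17, while 30 of the 43 had a lower and 13 a higher mean.

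The fall of these 3 genes in P20 shoot was weighed against scaling and against the third arrays. With normalization between arrays changed, by quantile normalization and by centring on the array median, 3 of the 3 genes remained called. Without the third arrays at P1.25 and P20, 3 of 3 remained called as well, at -1.82 for SPX1, -1.70 for GDPD1 and -1.32 for PAP17. These values argue against the third arrays, and against a difference in scale left between the deposited arrays, as the source. They do not test the RMA normalization already in the values. The direction is opposite to that at P0 for the same genes. No biological explanation was tested.

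The third arrays at P1.25 and P20 stood apart from the others, with lower iron deficiency genes. A difference in scale left between the deposited arrays is argued against. The median difference of the list between the third array and the others in P20 root was -1.81 as deposited and -1.72 after quantile normalization. The deposited values were already normalized by RMA, so a second normalization could change them little and does not test the first. P0 samples with a wrong label are argued against as well, since by starvation genes the furthest of these arrays lay 5.00% of the way to P0. A set of samples grown or handled apart may be the source but cannot be told apart from other causes, because the deviations of these 4 arrays had correlations from 0.0118 to 0.291. No biological explanation was tested.

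Transcripts above 8 (log2) in P0 root and more than 3 lower in P1.25 and P20 shoot were higher in P0 shoot, 228 of 230. Their median log2 change was 1.82. Genes that starvation raises in both tissues meet this choice too, so the count is no measure of root-typical transcripts. A transcript's share is its rise from P1.25 to P0 shoot over the gap from P1.25 shoot to P0 root, on the linear scale. An even admixture of root tissue as the whole cause would bring all such transcripts to 1 share, if intensity is proportional to RNA. The shares instead had a median of 18.7% and a lowest twentieth of 3.85%, while a transcript's share had an SD of 1.65 over the 3 arrays. This spread argues against such an even admixture only under that assumption, which was not tested. A difference in scale left between the deposited arrays is argued against, with a median change of 1.88 after quantile normalization. The RMA normalization already in the values was not tested. A small share of root tissue, up to the same 3.85%, stays open, and so does an effect of starvation on these genes in shoot, where 8 root markers ran from -24.1% of the root level, a marker lower in P0 shoot, to 53.8%, with PYK10 at 23.7%, NAXT1 at 26.8%, CASP1 at 42.8% and THAD1 at 51.6%.

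For the counts of changed genes, 3 arrays against 3 give 10 splits, too few for a share under 0.05. P0 gave 3544 in root (1 of 10 splits as large, highest other 2) and 5274 in shoot (1 of 10, highest other 9). P20 gave 18 in root (4 of 10 splits as large, highest other 62) and 14 in shoot (4 of 10, highest other 164). All 3 other shoot splits with as many calls put the third arrays of P20 and P1.25 on the same side (111, 117 and 164), and so did 2 of the 3 in root (20 and 62). The remaining root split, with 21, exchanged the third arrays between the treatments. These counts point to a structure of the samples that follows the third arrays. Among splits that part all 3 replicate numbers, the highest other count was 21 in root and 0 in shoot, where the replicate block gave 21. Without the third arrays, 1003 and 1190 were called, against at most 1 in root and 0 in shoot for the other splits, but 2 arrays against 2 give 3 splits, too few for a share under 0.05, and the arrays were left out because they stood apart. For lists, adjusted over the 11 lists of a single comparison, P20 shifted 2 in root and 2 in shoot (4 of 10 splits as many in each, highest other 4 and 3), and P0 shifted 3 in root and 6 in shoot (1 of 10 each, highest other 2 and 3). For transcripts changed by both treatments, 9 of 100 regroupings gave at least the 5 in root (highest 3346) and 3 of 100 at least the 8 in shoot (highest 4078). These regroupings also move P0 arrays and so carry the real P0 effect, and the counts decide nothing about chance in either tissue.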

How the results depend on the processing

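All alternatives were set beforehand except the 4 named as added, which were chosen after the values were seen. No gene or list reversed its direction while called. Of 7268 values of single genes under alternatives, 6985 kept their call or stayed uncalled, 99 were no longer called and 184 were newly called. The 6985 include values that were uncalled in the main fit and under the alternative, and the direction of these could differ. Of 484 list tests, 447 kept their call, 28 lost it and 9 gained it.

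P0 counts changed little except with other transcripts or folds: 1930 in root and 2409 in shoot among transcripts with 1 gene (fewer tested), and 11095 and 14576 at any fold. Of the added alternatives, identical transcripts counted once gave 2880 and 4239 at P0, and transcripts from the first named ID on gave 2730 and 4076. The interaction counts were 8 (P20) and 3878 (P0) with 1-gene transcripts, 16 and 11126 with array weights, and 3732 for P0 beyond 2-fold. P20 counts moved further than P0 counts. In root and shoot they were 30 and 47 without moderation, 271 and 405 with array weights, 35 and 27 without the dimmest 25%, and 7 and 1 with 6 arrays. In root alone the 9 arrays of the tissue gave 4 and an adjusted p of 0.05 gave 6, and in shoot alone trend and robust estimation gave 35 and 1-gene transcripts 32. Shared transcripts in root were 2 with 9 arrays or at 0.05, 8 with trend and robust estimation or quantile normalization, 10 with 1-gene transcripts, 11 without the dimmest 25% and 74 with array weights. In shoot they were 15 with trend or 1-gene transcripts, 13 without the dimmest 25% and 108 with weights. Of the added alternatives, identical transcripts counted once gave 31 in P20 root and 12 shared. Transcripts from the first named ID on gave 34 and 23 in P20 and 13 shared in root. A block with P0 numbered apart gave 11 and 30, with 3 and 18 shared. Leaving out the third arrays at P1.25 and P20, the counts were 1003 and 1190, the shared ones 385 and 484 and the interactions 380 and 11487. The cause was not tested.

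Leaving out 1 array, P20 root ranged from 7 to 121, P20 shoot from 8 to 149, P0 root from 3215 to 3575, P0 shoot from 4766 to 6041, the interactions from 2 to 24 (P20) and 5108 to 8021 (P0), and shared transcripts from 2 to 44 in root and 5 to 69 in shoot. The highest P20 counts came without replicate 3 of P20, and without replicate 3 of P1.25 they were 43 in root and 136 in shoot. For lists, adjusted p ranged at P20 root from 0.0291 to 0.970 for oxidative stress, 0.0289 to 0.863 for anthocyanin and 0.0459 to 0.893 for ribosome biogenesis, and at P20 shoot from 4.05e-06 to 0.0575 for iron deficiency, 0.0275 to 0.90 for anthocyanin and 0.00069 to 0.0892 for ribosome biogenesis. At P0 root it ranged from 0.0301 to 0.0646 for phosphate sensing and to 0.0533 for oxidative stress. The iron list at P20 root stayed below 0.05 (3.73e-09 to 0.0481).

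An estimated correlation ended every list call: at P20 root iron (0.420) and zinc (0.229), at P0 root phosphate sensing (0.394), oxidative stress (0.502) and ribosome (0.229), at P20 shoot iron (0.458) and ribosome (0.420), and at P0 shoot phosphate sensing (0.394), oxidative stress (0.420), anthocyanin (0.229), photosynthesis (0.458) and ribosome (0.394). With fry, iron had 0.253 in both tissues and oxidative stress at P0 root 0.0509, while root meristem at P0 root (0.00568), auxin (0.0245) and root markers (0.0139) at P0 shoot passed. Without the dimmest 25% phosphate sensing had 0.0611 (P0 root) and 0.0511 (P0 shoot), oxidative stress at P0 root 0.0511 and photosynthesis 0.0611. Quantile normalization gave 0.0501 for phosphate sensing and oxidative stress at P0 root, and the replicate block 0.0541 for photosynthesis. The cause was not tested.

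The distance ratio of P0 to P20 from the control was 1.45 in root and 1.51 in shoot. It was 1.62 and 1.66 without the dimmest 25%, 1.86 and 2.39 on the 1000 most variable transcripts and 1.3 and 1.29 with unit variance.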

Differences from the paper's values

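Alternatives set before the data were examined are named for each value, and those added after the values were seen are marked as such. The paper's thresholds (adjusted p under 0.1, any fold at P20) were used for each count except those named for an adjusted p of 0.05 or the other fold rule. The deposited values have 38408 rows, while the paper gives 28403 transcripts for the array. At P0 the counts were 3544 here and 2490 in the paper for root, and 5274 and 3603 for shoot. Both lay within 1.5 times the paper's number.

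For P20 in root, 18 transcripts were called here and 31 is the paper's number. Alternatives set beforehand that came within 1.5 times the paper's number were the model without moderation (30), trend and robust estimation (24), no dim 25% (35), quantile normalization (23), 1-gene transcripts (27) and the fit without replicate 3 of root P1.25 (43). The other 12, from 4 to 271, were not: the 9 arrays of the tissue, the 6 arrays compared, the replicate block, array weights, centring, an adjusted p of 0.05, the other fold rule and the other 5 fits without 1 array. Of alternatives chosen after seeing the values, identical transcripts counted once gave 31 and transcripts from the first named ID on gave 34.

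For P20 in shoot, 14 were called here and 151 is the paper's number. Only the fits set beforehand without replicate 3 of shoot P1.25 (136) or of shoot P20 (149) came within 1.5 times. The other 16 gave 1 to 405, among them 47 without moderation. None of the added alternatives came within that distance (19, 30, 1190 and 23).

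Transcripts changed by both treatments in root were 5 here and 9 in the paper. Alternatives set beforehand that came within 1.5 times were no moderation (7), trend and robust estimation (8), no dim 25% (11), quantile normalization (8), 1-gene transcripts (10) and the fits without replicate 3 of root P1.25 (13) or replicate 1 of root P20 (6), and the other 13 were not. Chosen after seeing the values, identical transcripts counted once (12) and transcripts from the first named ID on (13) also came within it. In shoot the numbers were 8 here and 22 in the paper. Trend and robust estimation (15), 1-gene transcripts (15) and the fit without replicate 2 of shoot P1.25 (16) came within 1.5 times, the other 17 did not, and an added block with P0 numbered apart, chosen after seeing the values, gave 18.

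Transcripts changed by P20 only were 13 in root here and 22 in the paper. The fits without moderation (23), with trend and robust estimation (16), no dim 25% (24), quantile normalization (15), 1-gene transcripts (17) and without replicate 3 of root P1.25 (30) came within 1.5 times, and the other 11 did not. Identical transcripts counted once (19) and transcripts from the first named ID on (21), both chosen after seeing the values, did as well. In shoot they were 6 here and 129 in the paper, and none of the 17 alternatives set beforehand came within 1.5 times (2 to 297, with 67 and 81 without replicate 3 of shoot P1.25 or P20), nor did the 4 added ones (8, 12, 706 and 11).

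The paper states that more genes were regulated in shoot than in root. This held here for P0 (5274 and 3544). For P20 it depended on the setting, with 14 in shoot and 18 in root here. Of alternatives set beforehand, shoot was above root without moderation (47 and 30), with the 9 arrays of the tissue (16 and 4), the replicate block (21 and 15), trend and robust estimation (35 and 24), array weights (405 and 271), 1-gene transcripts (32 and 27), an adjusted p of 0.05 (12 and 6) and the other fold rule (14 and 12). It was below root with the 6 arrays compared (1 and 7), no dim 25% (27 and 35), quantile normalization (14 and 23) and centring (14 and 19). Of alternatives chosen after seeing the values, shoot was above root without the third arrays at P1.25 and P20 (1190 and 1003) and with P0 numbered apart in the block (30 and 11), and below it with identical transcripts counted once (19 and 31) and transcripts from the first named ID on (23 and 34).

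Several genes that the paper names or lists at P20 did not pass the threshold here. They are EXPA17 in root (1.87, adjusted p = 0.236 from limma), and in shoot EXO (1.26, adjusted p = 0.137), ERF003 (1.14, adjusted p = 0.244), ERF022 (1.21, adjusted p = 0.167), PMEPCRB (1.39, adjusted p = 0.266), and the peroxidases PA2 (0.56, adjusted p = 0.105), AT5G39580 (2.67, adjusted p = 0.19) and AT1G49570 (1.01, adjusted p = 0.44). Of these, the paper's text states a rise by name for EXPA17 and EXO, the direction found here. ACS7 and MDR4, which the paper gives at a wider limit, had adjusted p of 0.415 and 0.424 from limma. PA2 passed without moderation (adjusted p = 0.0186). The fit without the third arrays at P1.25 and P20, chosen after seeing the values, calls EXPA17, EXO, ERF003, ERF022, PMEPCRB, MDR4, AT5G39580 and PA2, keeps all 18 and 14 calls, and leaves ACS7 and AT1G49570 in shoot uncalled. DEFL203 (33.2-fold), NRT1.8, ERF055 and AT4G33420 were called here as in the paper. The paper also reports qRT-PCR of selected genes, ERF003 among them, which was not analysed here.

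In the study's table of enriched terms the column of false discovery rates equals the column of p-values for all 216 terms, so these terms carry no correction for the number of terms there.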

Other observations

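The test of the study's error term in this part was chosen after the result was seen, and the lists were planned.

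Ribosome biogenesis genes fell as a group under starvation. On 8 platform-named members the list was shifted downward at P0 in root (median -0.83, adjusted p = 1.14e-06 from camera, 0.229 with an estimated correlation) and in shoot (median -0.54, adjusted p = 0.000412, 0.394 with an estimated correlation). All 12 members with a transcript were lower at P0 in both tissues, with 1 called in each. NOP58a fell by 0.98 in root, short of 2-fold, and by 1.08 in shoot, and NOP58b had -0.81 and -0.65. At P20 in root 11 of 12 were higher (0 called by limma, which had 2143 transcripts at an unadjusted p under 0.05).

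Anthocyanin genes rose in starved shoots on 5 platform-named members as well (median 3.53, adjusted p = 1.14e-06 from camera, 0.229 with an estimated correlation). The reductase DFR rose by 4.56 there. At P20, 8 of 9 had a lower mean in root, with 0 called and 2 lower adjusted over the list alone. Photosynthesis genes were shifted downward in starved shoots on 3 platform-named members (median -1.56, adjusted p = 0.0360 from camera, 0.458 with an estimated correlation), and the rubisco activase RCA fell by 1.18.

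Iron deficiency genes were also higher in P20 shoot. On 9 platform-named members the list was shifted (median 0.96, adjusted p = 0.00279 from camera, 0.458 with an estimated correlation), and 15 of 18 had a higher mean, with 0 called by limma (3386 transcripts had an unadjusted p under 0.05) and 1 over the list alone. Within replicates 1, 2 and 3, P20 exceeded P1.25 at 16, 14 and 12 of the 18 genes in shoot, with medians of 0.856, 0.804 and 0.133. The iron regulator peptide IMA2 differed by 2.03 and the regulator PYE by 0.96 (adjusted p = 0.17 from limma). With the third arrays at P1.25 and P20 left out, the list medians were 1.1 in root and 1.05 in shoot, 16 and 9 of the 18 genes were called higher, and IMA2 was called in shoot at 2.85.

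Starvation moved stress and nutrient lists as follows, and 0 of their genes were called at P20 by limma (2143 root and 3386 shoot transcripts had an unadjusted p under 0.05). Genes named by the study's tables over-represent those changed at P0, so this contrast is in part set by the naming. Among platform-named members, 0 of 2 osmotic genes rose at P0 in either tissue, and the jasmonate, salicylic acid and potassium lists have none. Adjusted over the list alone, 2 osmotic genes were higher at P20 in root, and of the sulphur genes 1 was higher and 2 were lower at P20 in shoot. With the third arrays at P1.25 and P20 left out, all 3 jasmonate genes were called lower in P20 root, against their rise at P0. In that fit 1 sulphur gene was called lower in each tissue, 1 clock gene and 1 root marker lower and 1 osmotic gene higher in root, and 1 senescence and 1 heat shock gene lower in shoot. Of 8 osmotic stress and ABA genes with a transcript, 5 rose in each tissue at P0. All 6 leaf senescence genes rose in root and 3 in shoot. All 3 jasmonate genes rose in both. Of 3 salicylic acid genes, 2 rose in root, and in shoot 1 rose and 1 fell. Both potassium transport genes rose in both tissues, among them the transporter HAK5 (2.81 in root and 3.28 in shoot). Of 5 sulphur deficiency genes 2 rose in root and 1 in shoot. Of 6 clock genes 1 rose in root, and in shoot 1 rose and 1 fell. Of 2 heat shock genes 1 fell in shoot, and of 2 sterol genes 1 rose in each tissue. Root markers fell in 5 of 8 cases in root and rose in 2 of 8 in shoot. The P0 counts adjusted over the list alone were the same except for the clock, with 3 in root.

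The study's p-values for P20 may rest on more arrays than the 18 used here. In its table of all transcripts the error term has 16 degrees of freedom, which 24 arrays in 8 groups of 4 treatments would give, while 18 arrays in 6 groups leave 12. The paper itself speaks of 18 arrays. p-values computed from that table's error term on 16 degrees of freedom differed from the printed ones by at most 0.00149 on the log10 scale over 576 transcripts in P20 root, which does not show which arrays formed its spread. In the median transcript 85.2% of the study's error sum of squares came from the 18 arrays. Of the 576 transcripts, 12 had a study false discovery rate under 0.1 in P20 root, 4 of them called here, and 52 in P20 shoot, 5 of them called here. The source of the difference in counts stays open.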
